# Molecular basis of CTCF binding polarity in genome folding

**DOI:** 10.1038/s41467-020-19283-x

**Published:** 2020-11-05

**Authors:** Elphège P. Nora, Laura Caccianini, Geoffrey Fudenberg, Kevin So, Vasumathi Kameswaran, Abigail Nagle, Alec Uebersohn, Bassam Hajj, Agnès Le Saux, Antoine Coulon, Leonid A. Mirny, Katherine S. Pollard, Maxime Dahan, Benoit G. Bruneau

**Keywords:** Chromatin, Chromosomes

## Abstract

Current models propose that boundaries of mammalian topologically associating domains (TADs) arise from the ability of the CTCF protein to stop extrusion of chromatin loops by cohesin. While the orientation of CTCF motifs determines which pairs of CTCF sites preferentially stabilize loops, the molecular basis of this polarity remains unclear. By combining ChIP-seq and single molecule live imaging we report that CTCF positions cohesin, but does not control its overall binding dynamics on chromatin. Using an inducible complementation system, we find that CTCF mutants lacking the N-terminus cannot insulate TADs properly. Cohesin remains at CTCF sites in this mutant, albeit with reduced enrichment. Given the orientation of CTCF motifs presents the N-terminus towards cohesin as it translocates from the interior of TADs, these observations explain how the orientation of CTCF binding sites translates into genome folding patterns.

## Abstract (web summary)

The boundaries of topologically associating domains (TADs) arise from the ability of the CTCF protein to stop extrusion of chromatin loops by cohesin. Here the authors find that CTCF positions cohesin through its N-terminus but does not control its overall binding dynamics on chromatin, and show how the orientation of CTCF binding sites translates into genome folding patterns.

## Introduction

Mammalian chromosomes are partitioned into topologically associating domains (TADs), which mediate processes ranging from transcriptional regulation to antigen loci recombination^1^. CTCF binding creates TAD boundaries and controls the segmental insulation of chromosome domains^2,3^. The effect of CTCF on chromosome folding is thought to arise from its ability to block loop extrusion by cohesin proteins and modulate their genomic positioning^4–6^. Since the proposal that cohesin could enlarge chromatin loops processively^7^, cohesin complexes have been directly observed extruding DNA loops actively in vitro^8,9^, and found to accumulate at CTCF-binding sites in vivo^10–12^. Intriguingly, cohesin-dependent chromatin loops preferentially engage pairs of CTCF sites with convergent motif orientation^13–15^, and inverting one CTCF motif can lead to repositioning of the corresponding DNA loop^4,16–18^. Biophysical models argue that directional barriers to loop extrusion at CTCF sites are necessary to accurately simulate chromosome folding^4–6^. The molecular basis of this polarity, and of how CTCF constrains cohesin mobility, remains however to be explored.

Here, we investigate the molecular basis for CTCF-binding polarity in genome folding. Combining cohesin ChIP-seq and single-molecule imaging in live cells, we observe that although CTCF localizes cohesin at its binding sites, it does not control overall binding or dynamics of cohesin on chromatin, supporting experimentally that CTCF positions cohesin by blocking its translocation. Using an inducible complementation system, we found that CTCF mutants lacking the N terminus are unable to insulate TADs properly, in spite of normal binding to cognate CTCF sites. Cohesin remained at CTCF sites in this N-terminus mutant, albeit with reduced enrichment. Through systematic truncations of the N terminus, we uncovered several regions important for genome folding and discovered a short protein motif that is both necessary and sufficient to recruit the PDS5A subunit of cohesin in a three-hybrid system. The PDS5A-interacting region of CTCF is distinct from the N-terminal region recently reported to interact with RAD21–SA2 in vitro^19^ and required for cohesin enrichment at CTCF sites^19,20^. This CTCF motif displays homology with the PDS5-binding domain of both WAPL and its competitors SORORIN and HASPIN. Nevertheless, by comparing small mutations within the N terminus, both in isolation and in combination, we show that the recently described RAD21–SA2 interaction domain of CTCF^19^, which also displays homology to WAPL, accounts for most of the functions of the CTCF N terminus in genome folding. Given that the orientation of the CTCF DNA motif presents the CTCF N terminus toward cohesin as it translocates from the interior of TADs, these observations provide a molecular explanation for how the polarity of CTCF-binding sites determines the genomic distribution of chromatin loops.

## Results

### CTCF positions cohesin without controlling its overall binding or dynamics

Two nonexclusive models may account for both localization of cohesin at CTCF sites and directional DNA looping. Cohesin could load at CTCF-binding sites, downstream of the motif, and initiate loop extrusion unidirectionally^21^. Alternatively, cohesin could load throughout TADs and translocate bidirectionally as it extrudes DNA loops, only stopping when it encounters CTCF sites in the proper orientation^4,5^.

To test these models, we measured the impact of depleting CTCF on cohesin binding and positioning on chromosomes. As previous studies using inducible CTCF knockout reported that cohesin still displayed ChIP-seq peaks at 80% of initial sites even after 10 days^22^, we sought to achieve more efficient depletion. Using a mouse embryonic stem cell (mESC) line in which CTCF can be degraded by the auxin-inducible degron (AID) system^3^, we observed near-complete disappearance of the cohesin ring subunit RAD21 by ChIP-seq from its initial position at CTCF peaks (Fig. 1a, b). However, spike-in calibration revealed that a RAD21 antibody pulled down an identical amount of chromatin in the absence of CTCF (Fig. 1c). Thus, while cohesin no longer accumulates at CTCF sites in the absence of CTCF, it still associates with chromatin, indicating that it must be redistributed away from CTCF sites—supporting the translocation-and-block model of loop extrusion.

**Fig. 1:**
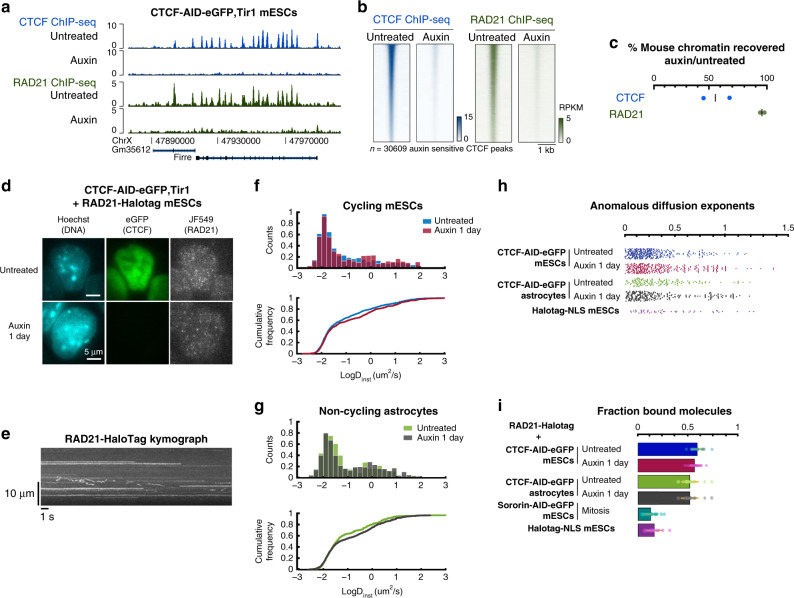
CTCF acts as a positioning but not a loading factor for cohesin. **a**, **b** RAD21 ChIP-seq enrichment at CTCF peaks is lost after depleting CTCF in CTCF–AID mESCs. **c** Percentage of ChIP-seq reads mapping to mouse versus spike-in (*Drosophila*) genomes, using antibodies against either mouse CTCF or mouse RAD21 in CTCF–AID mESCs, normalized to values obtained before CTCF depletion by auxin. Each replicate is plotted separately. **d** HILO imaging of single endogenous cohesin molecules in live CTCF–AID RAD21–HaloTag knock-in mESCs labeled with limiting JF549 ligand (50-ms acquisitions). **e** Part of a kymograph generated by an *xy* line scan across a single cell, illustrating the various diffusion behaviors of RAD21–Halotag in mESCs (50-ms acquisitions). **f** The distribution of diffusion coefficients (*D*_inst_) of RAD21 molecules, although significantly different statistically, is only mildly altered by CTCF depletion. This slight increase in the number of fast-diffusing molecules is observed both in cycling mESCs and **g** noncycling astrocytes. In all, 50-ms acquisitions. Two-sided KS test comparing the cumulative distribution of logD in untreated versus auxin-treated cells: *p* = 0.0196 for mESCs and *p* = 0.0014 for astrocytes, pooling trajectories from all cells. **h** Anomalous diffusion exponents of RAD21 trajectories (50-ms acquisitions) indicating that Rad21 molecules imaged are overwhelmingly subdiffusive (<1). **i** CTCF depletion does not alter the fraction of bound cohesin (5-ms acquisitions). Mitotic block triggered by depleting SORORIN serves as a positive control for free-diffusing cohesin, since most cohesin is unloaded in prophase. Means with standard deviation. See “Methods” for detailed statistics. Source data are provided as a Source Data file.

To directly visualize how loss of CTCF may affect cohesin dynamics and association with DNA, we performed single-molecule tracking of RAD21 in WT (Supplementary Fig. 1a–g) and CTCF–AID mESCs (Fig. 1d–g) by targeting both *Rad21* alleles with a HaloTag. As previously reported^23^, 60% of RAD21 molecules were bound to chromatin (Fig. 1i). Depleting CTCF did not affect this fraction, nor the distribution of diffusion coefficients or the anomalous diffusion exponent of RAD21 (Fig. 1f–i). Cell-cycle and sister-chromatid cohesion were not a confounding effect in these imaging modalities (see “Methods”), since we obtained similar results in each single-cycling mESC (Supplementary Fig. 1g), and in noncycling astrocytes (Fig. 1f–g). However, CTCF depletion led to a modest but reproducible increase in the number of quickly diffusing molecules (−1 < Log*D*_inst_ < 0), in both cycling and noncycling cells (Fig. 1f–g). These fast-diffusing molecules were nevertheless not completely free, since they diffused more slowly than unbound cohesin (Log*D*_inst_ > 0), as estimated from imaging cells blocked in early M phase by means of a 6-h depletion of SORORIN (Supplementary Fig. 1h–o). Such a role for CTCF in controlling the diffusion of a small subset of cohesin molecules is in line with recent FRAP experiments, showing that CTCF can stabilize longer-lived RAD21 molecules^19^. Taken together with the spike-in ChIP-seq, our results refute the idea that CTCF promotes bulk loading of cohesin and supports a mechanism whereby CTCF acts by blocking translocating cohesin^24^.

### Systematic evaluation of CTCF domains in chromosome folding

We next investigated how CTCF mediates TAD insulation. Mutational analysis of CTCF is challenging because CTCF is essential for long-term cell survival^3,21^, and mutations altering CTCF protein stability or CTCF binding will de facto alter cohesin positioning and TAD folding—since insulation of TADs relates quantitatively to CTCF levels^3^. To overcome these obstacles, we used a complementation system where inducible CTCF cDNA transgenes are stably targeted in CTCF–AID cells, so that auxin degrades endogenous CTCF and doxycycline triggers expression of the CTCF transgene (Fig. 2a). Precise comparison of expression levels between cell lines was achieved by flow cytometry for mRuby2, fused in-frame to transgenic CTCF. TAD folding was surveyed across all genotypes by chromosome-conformation capture carbon copy (5C) using a previously validated design^3^. 

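Chromosome-conformation capture carbon copy counts ligation products between restriction fragments that carry either a forward or a reverse primer, here in the region around Xist and Tsix on chromosome X (mm9 coordinates). It was performed on 91 libraries of male mouse embryonic stem cells. In the transgene lines, endogenous CTCF fused to an auxin-inducible degron (AID) was degraded with auxin for 4 days while doxycycline (dox) induced a CTCF cDNA, apart from 2 libraries of the full-length line with auxin and without dox. The remaining libraries came from untreated cells with endogenous CTCF, either untagged or fused to AID. For each library, the authors deposited the counts of every primer pair and the same matrix after iterative correction at the fragment level. Between 3631870 and 23419010 ligation products were counted per library, with a median of 11971070, over the 82 libraries whose count matrix is complete. The count matrices of the other 9 libraries stop before their last primer, so their totals could not be counted. Their corrected matrices are complete, and the paper's Supplementary Data 2 gives 8228231 to 9937488 mapped reads for them. Insulation was computed from the corrected matrices in 20-kb bins (mean over primer pairs), after the first 2 diagonals were filled with the mean of the second. The insulation score of a bin is minus log2 of the mean contact between the 5 bins (100 kb) before it and the 5 bins after it, divided by the mean of that quantity over all bins. Higher scores therefore stand for fewer contacts across the bin. For each library the score was averaged over the 6 boundary bins of the paper, numbered 1 to 6 along the chromosome, and the mean of a line was divided by the mean of the full-length line to give its relative insulation. Differences in mean insulation were tested with two-sided exact permutation tests, and p-values were adjusted by the Benjamini-Hochberg method over the comparisons of one figure panel. A line is called different from full-length where its adjusted p was under 0.05. The libraries of a transgene line come from a single clone. Each p therefore measures the spread between libraries and not between clones, also where both clones of a deletion were combined. A call does not separate an effect of the mutation from a difference between clones. A comparison of 2 libraries with 14 cannot give a p below 0.0167. Transgene expression measured by flow cytometry is not among the data analysed here, so no value is adjusted for it.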

To calibrate our assay, we analyzed two independent lines expressing the full-length CTCF cDNA at either a high or low level, together with one cell line not expressing the transgene. 

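The line with high expression of the full-length transgene had an insulation score of 0.61 ± 0.040 (SD, n = 14 libraries), and its libraries ranged from 0.54 to 0.71. The line with low expression scored 0.51 ± 0.0086 (SD, n = 2), a relative insulation of 0.837. Without dox, the line with the full-length transgene scored 0.38 ± 0.0079 (SD, n = 2), a relative insulation of 0.623. Both low-expression libraries lay below all 14 full-length libraries, and both libraries without dox lay below both low-expression libraries. For low expression and for no dox alike, p was 0.0167 (two-sided exact permutation test against full-length, the smallest p that 2 libraries against 14 allow), with an adjusted p of 0.0259 over the 14 comparisons tested. The alternative that moved these values most replaced the score by log2 of the ratio of contacts within to contacts across the boundary (within/across), which gave 0.985 for low expression and 0.914 for no dox, neither of them called. By the within/across ratio itself no line of Fig. 2b or Fig. 5a was called, and no unadjusted p was below 0.0833 (exact permutation tests). In both forms most bin pairs within lie on the first 2 diagonals, which were filled with a single value per library. These forms therefore do not compare local contacts within and across alone. The paper compares these 3 levels of full-length CTCF to derive the dependence of insulation on expression (Fig. 2b).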

Insulation (“Methods”) scaled linearly with transgene expression (Fig. 2b, dashed line). Expression of the full-length transgene (high) was approximately one-fifth of endogenous CTCF–AID-eGFP, which is less than half untagged CTCF (Supplementary Fig. 3a–c).

**Fig. 2:**
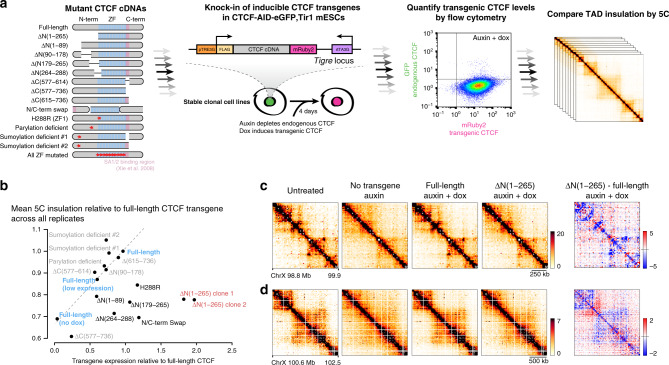
Deletion scanning reveals aminoterminal domains of CTCF that mediate TAD folding. **a** Experimental pipeline for the mutational analysis of CTCF using stable transgenic mESCs. Red stars indicate amino-acid substitutions as detailed in the “Methods”. Flow cytometry confirming homogeneous induction of the transgenes (only full length is shown). Gates were placed using untagged cells. **b** Summary of 44 5C experiments across 16 stable mESC lines treated with dox and auxin. Each data point is the mean of the insulation scores at the six TAD boundaries initially detected in WT-untreated samples, averaged across at least two 5C replicates, and presented as ratios relative to insulation measured in the full-length CTCF transgene. Transgene-expression values correspond to flow-cytometry means across at least two replicates. The dashed line shows the linear regression for the dependence of insulation on transgene expression, and was obtained by comparing cell lines with high, low, or no full-length transgene expression for full-length CTCF. Transgenes with all zinc fingers (ZFs) mutated were poorly expressed and not assessed by 5C. **c**, **d** Snapshots of 5C data binned at 15 kb, and the corresponding differential heatmaps highlighting folding defects in the Δ(1–265) mutants. Units are normalized counts—see “Methods”.

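Relative insulation was computed for 16 lines or conditions of the deletion scan, of which 14 had at least 2 libraries and were tested against full-length. Of these 14, 9 were called, all with lower insulation than full-length. The other 5 were ΔN(90–178), ΔC(577–614), the mutant deficient in parylation and the 2 mutants deficient in sumoylation. The parylation-deficient mutant scored 0.58 ± 0.0034 (SD, n = 2), a relative insulation of 0.959 (p = 0.317, adjusted p = 0.341, two-sided exact permutation test). It was called lower, at 0.90, when the boundary was scored at the left edge of its bin, an alternative chosen after the data had been seen. Sumoylation-deficient mutant #1 scored 0.58 ± 0.0060 (SD, n = 2), a relative insulation of 0.963 (p = 0.383 before and after adjustment, exact permutation test). Mutant #2 scored 0.65 ± 0.0058 (SD, n = 2), a relative insulation of 1.08 (p = 0.2, adjusted p = 0.233, same exact test). The direction of these 3 mutants was not stable, since the within/across ratio moved the parylation-deficient mutant to 1.03 and sumoylation-deficient mutant #2 to 0.997, and binning by the median moved mutant #1 to 1.00. The sample labels also give the sumoylation-deficient mutants a C-terminal deletion, the one that 2 of the 3 ΔC(577–614) libraries carry in their labels in #1 and that of ΔC(615–736) in #2, so their ratios do not isolate the loss of sumoylation. The single ΔC(615–736) library had a ratio of 0.913.

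**Figure D1:**
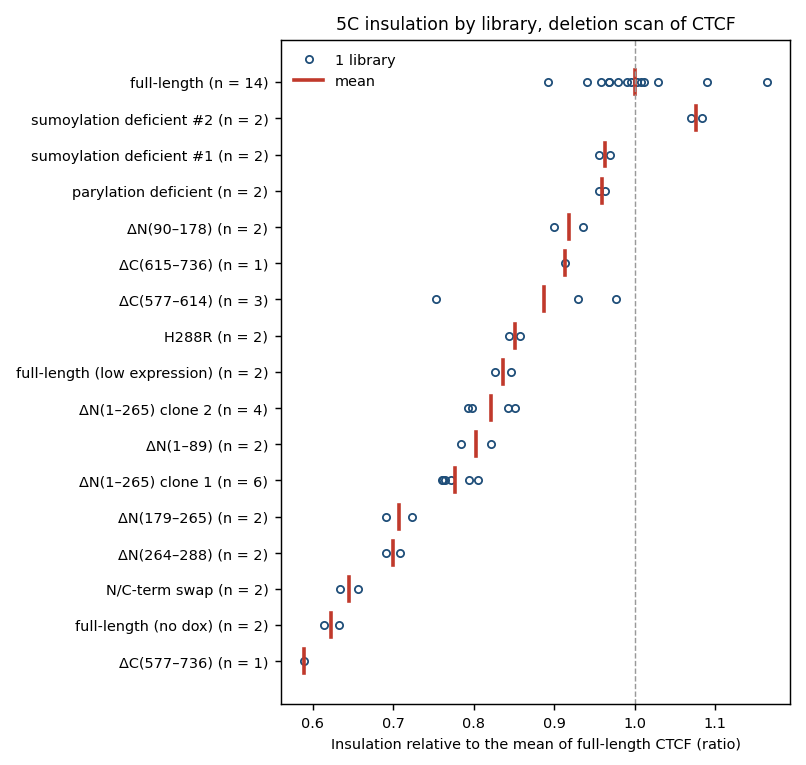
Insulation of every library relative to the mean of the full-length line (x axis, ratio), for the lines of the deletion scan (y axis), with a circle for each library and a bar for the mean of a line. All 10 libraries of the ΔN(1–265) clones lie below all 14 full-length libraries.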

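An insulation score was obtained for 193 of the 20-kb bins, with none between 99831148 and 100371148 on chromosome X, where fewer than 50% of the bin pairs in the square were measured. The highest score of full-length cells lay in the bin from 100651148 to 100671148, directly upstream of boundary 4, with a mean of 1.69. In that bin the mean was 1.60 over the 10 ΔN(1–265) libraries and 1.38 over the 2 libraries without dox. The bins directly upstream of boundaries 1, 2 and 5 also had higher full-length means (0.30, 0.82 and 0.91) than the boundary bins themselves (−0.18, 0.66 and 0.71). In these 3 upstream bins, ΔN(1–265) had means of 0.071, 0.56 and 0.61. Whether the paper's scores follow another bin convention, which would place them 1 bin off the bins used here, was not settled.

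**Figure D2:**
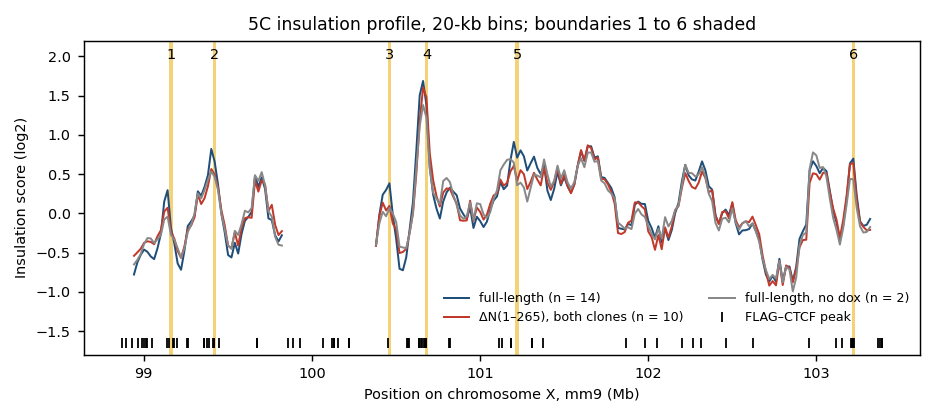
Mean insulation score (y axis, log2) in 20-kb bins along chromosome X (x axis, Mb, mm9) for full-length (n = 14), ΔN(1–265) (n = 10, both clones) and full-length without dox (n = 2), with boundaries 1 to 6 shaded and FLAG–CTCF peaks as ticks. The line for ΔN(1–265) runs below full-length at boundaries 2, 3 and 5.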

We first deleted C(577–614), which contains a region expected to mediate the interaction between CTCF and cohesin based on in vitro data^25^, and encompasses the C-terminal internal RNA-binding region, RBR_i_ (Supplementary Figs. 2d and 3a)^26,27^. ΔC(577–614) is expressed at around 60% of the level of the full-length transgene, confirming that the region contributes to CTCF stability (Supplementary Fig. 3b)^27^. ΔC(577–614) displayed lower DNA binding by ChIP-seq (Supplementary Fig. 3e–g) and rescued insulation as expected based on its expression level (Fig. 2b and Supplementary Fig. 3c, d). Furthermore, ΔC(577–614) co-immunoprecipitated with the cohesin subunit SA2 from nuclear extracts (Supplementary Fig. 3h), in line with other studies^26,27^. C(577–614) is therefore dispensable for connecting CTCF and cohesin in vivo, and appears to contribute minimally to TAD folding beyond promoting CTCF binding (it is possible that our 5C assay did not detect subtle changes at the subset of micro-C peaks recently reported to change in this mutant)^27^. 

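The 3 libraries of ΔC(577–614) scored 0.46, 0.59 and 0.56, a mean of 0.54 ± 0.072 (SD, n = 3). Relative insulation was 0.887 (p = 0.0529, adjusted p = 0.0741, two-sided exact permutation test), so the line was not called. Replicate 1, the lowest of the 3, bears the name of ΔC(615–736) in its sample label and was assigned to ΔC(577–614) by its cell line. Without replicate 1, relative insulation was 0.954, and without replicate 2 it was 0.842. The line was called lower in the fits that left out replicate 2 or full-length replicate 1 (0.880). It was also called with raw counts (0.787), with the 4 most insulated boundaries (0.894) and with the left edge of the boundary bin (0.894, an alternative chosen after the data had been seen). Against the full-length libraries of the same runs of library numbers, relative insulation was 0.892, and 3 libraries against 4 in these runs cannot give a p below 0.1 (exact permutation within runs, p = 0.2). The paper compares this insulation with the expression of the mutant and proposes that C(577–614) contributes minimally to TAD folding beyond promoting CTCF binding.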

Another domain must therefore mediate cohesin blocking and overall directional loop retention by CTCF.

### CTCF N(1–265) mediates chromatin folding into TADs

We proceeded to establish an additional 12 stable cell lines, each harboring a different mutated CTCF cDNA, leaving the core of the DNA-binding domain intact (central zinc-finger (ZF) array—Fig. 2a and Supplementary Fig. 2d). Several CTCF mutants failed to rescue TAD insulation to the extent expected from their expression levels (Fig. 2b). 

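Apart from the full-length line at low expression and without dox, 7 lines were called lower than full-length, and every library of these lay below all 14 full-length libraries. Of the 7, only H288R had a mean above that of the low-expression full-length line. The differences from the low-expression line were not tested. Against full-length libraries from the same run of library numbers, the lines with 2 libraries could not reach 0.05, since 2 libraries against 2 or 3 give no p below 0.2 (exact permutation). In the same runs, ΔN(1–265) clone 1 had a relative insulation of 0.778 (p = 0.00556, adjusted p = 0.0111, exact permutation within runs) and clone 2 of 0.806 (p = 0.0333, adjusted p = 0.0333, same test).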

Deletion of the entire N-terminal domain ΔN(1–265) had the most impact (Fig. 2c, d). 

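ΔN(1–265) clone 1 scored 0.47 ± 0.011 (SD, n = 6) and clone 2 scored 0.50 ± 0.018 (SD, n = 4). Their relative insulation was 0.776 for clone 1 (p = 5.16e-05, adjusted p = 0.000722) and 0.821 for clone 2 (p = 0.000654, adjusted p = 0.00458), each p from a two-sided exact permutation test and the smallest that the number of libraries allows. With each library left out in turn, the values ranged from 0.77 to 0.79 for clone 1 and from 0.81 to 0.83 for clone 2. Neither clone was called by the within/across ratio (0.98 and 0.993), and clone 2 was not called with raw counts (0.886). By boundary, both clones together had lower scores than full-length at boundaries 2, 3 and 5. The mean fell from 0.66 to 0.50 at boundary 2, from 0.38 to 0.094 at boundary 3 and from 0.71 to 0.42 at boundary 5 (adjusted p = 4e-05 at each, permutation tests over 100000 resamples). The difference was −0.050 at boundary 1 (adjusted p = 0.0378, same test), also called, and −0.054 at boundary 6 (adjusted p = 0.0683, same test), not called. At boundary 4, ΔN(1–265) scored 1.48 ± 0.079 (SD, n = 10) and full-length 1.38 ± 0.14 (SD, n = 14), a difference of 0.10 that was not called (adjusted p = 0.0629, permutation test) and that changed sign with the position of the bin (−0.085 in the bin directly upstream and 0.18 in the bin directly downstream). The alternatives changed the call or the direction at boundaries 1, 4 and 6, and with the within/across ratio or its log2 also the call at boundary 2. None of these tests by boundary was blocked by run of library numbers. The paper states that this deletion had the most impact (Fig. 2c, d).

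**Figure D3:**
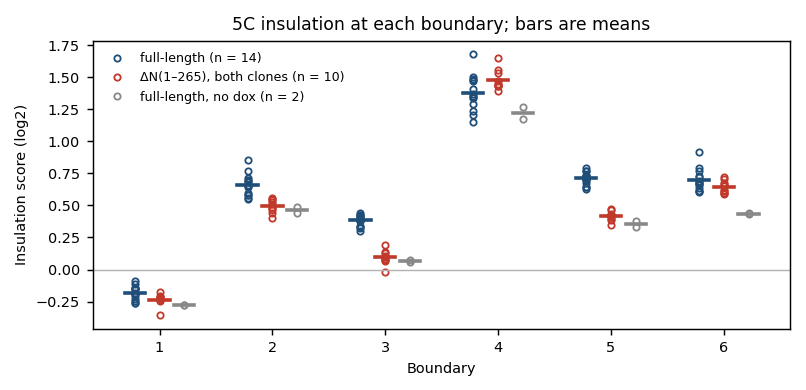
Insulation score (y axis, log2) at boundaries 1 to 6 (x axis) in full-length (n = 14), ΔN(1–265) (n = 10, both clones) and full-length without dox (n = 2), with a circle for each library and a bar for each mean. The ΔN(1–265) circles lie below the full-length circles at boundaries 3 and 5 and overlap them at the other boundaries.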

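Of the lines that tile the N terminus, ΔN(1–89) scored 0.49 ± 0.016 (SD, n = 2), a relative insulation of 0.803. ΔN(90–178) scored 0.56 ± 0.016 (SD, n = 2), a relative insulation of 0.918 that was not called (p = 0.0667, adjusted p = 0.0848, two-sided exact permutation test). Leaving out full-length replicate 1 brought ΔN(90–178) to 0.911 and a call, and so did the left edge of the boundary bin, at 0.913. ΔN(179–265) scored 0.43 ± 0.014 (SD, n = 2), a relative insulation of 0.707, and ΔN(264–288) scored 0.42 ± 0.0071 (SD, n = 2), a relative insulation of 0.70. The point mutation H288R in zinc finger 1 scored 0.52 ± 0.0063 (SD, n = 2), a relative insulation of 0.851. Each of these lines apart from ΔN(90–178) reached p = 0.0167 (adjusted p = 0.0259, exact permutation test), the smallest that 2 libraries against 14 allow. None of them was called by the within/across ratio, which gave 0.911 for ΔN(1–89), 0.821 for ΔN(179–265), 0.872 for ΔN(264–288) and 0.943 for H288R. The libraries of ΔN(1–89) and ΔN(179–265) did not overlap, but 2 libraries against 2 could not be tested at 0.05.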

Within the N terminus, multiple subregions participate to the ability of CTCF to insulate TADs (Fig. 2b): ΔN(1–89) triggered a mild but detectable insulation defect, while ΔN(179–265) had a more pronounced effect. ΔN(264–288), which overlaps one RNA-binding region and ZF1, as well as mutation of the ZF1 itself (H288R), also led to insulation defects and is characterized further in a parallel study^28^.

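A single library of ΔC(577–736) was analysed, so its value has no replicate check and was not tested. It scored 0.36, a relative insulation of 0.589, below all 14 full-length libraries. Against the only full-length library of the same run of library numbers, the ratio was 0.660. With a 200-kb window it was 0.409.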

As for the C-terminal domain, while the single ΔC(577–736) clone analyzed affected insulation, expression of the mutant protein was very low. Given that two other tiling deletions ΔC(577–614) and ΔC(615–736) expressed at higher levels did not disrupt TAD insulation noticeably, we conclude that the N terminus is the most potent domain of CTCF for insulating TADs.

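ΔC(615–736), also with a single library, scored 0.55 and lay within the range of the full-length libraries. Its relative insulation was 0.913, and 1.02 against the full-length library of the same run. With raw counts it was 0.768. From the higher expression of ΔC(577–614) and ΔC(615–736) and their insulation, the paper concludes that the N terminus contributes most to insulating TADs.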

### CTCF N(1–265) participates in retaining cohesin at CTCF sites

To understand the pronounced chromatin-folding defects in ΔN(1–265), we measured binding of transgenic CTCF and endogenous Rad21 by ChIP-seq. Deleting the entire N terminus did not alter CTCF binding, as indicated by FLAG pulldown (Fig. 3). RAD21 enrichment at FLAG–CTCF peaks remained detectable in the ΔN(1–265) mutant, but was reduced twofold (Fig. 3). Therefore, proper retention of cohesin at CTCF sites requires N(1–265), indicating that the CTCF N terminus either participates in inhibiting cohesin translocation (thereby promoting insulation) or—nonexclusively—protects blocked cohesin from unloading (thereby bolstering 5C peaks between CTCF sites). These observations are in line with a parallel study concluding that the N terminus is required for RAD21 occupancy at CTCF sites^20^.

**Fig. 3:**
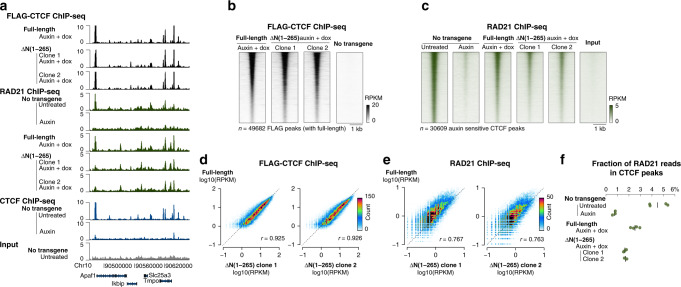
The CTCF N terminus participates in but is not strictly required for cohesin positioning at CTCF sites. **a** ChIP-seq track snapshot, **b**, **c** density plots, **d**, **e** scatterplots, and **f** fraction of reads in peak (FRIP) scores indicates that RAD21 is still detected at CTCF peaks^3^ in cells expressing CTCF ΔN(1–265), albeit with a twofold reduced enrichment compared to the full-length CTCF transgene. CTCF ChIP-seq data were obtained from ref. ^3^.

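Insulation of ΔN(1–265), both clones together, was 0.48 ± 0.020 (SD, n = 10), which is 1.28 times that of cells without dox (p = 0.0303, adjusted p = 0.0404, two-sided exact permutation test). This p is the smallest that 10 libraries against 2 allow, and every ΔN(1–265) library lay above both libraries without dox. With the within/across ratio the value was 1.17, where p stayed at the smallest possible and the call was lost only in the adjustment over the comparisons between mutants. No run of library numbers holds both, so the comparison cannot be made within runs. Against the full-length libraries of their own runs, the ratios were 0.612 without dox and 0.778 and 0.806 in the ΔN(1–265) clones. Cells without dox kept 17.6% of the full-length score at boundary 3 and 50.5% at boundary 5, where ΔN(1–265) kept 24.6% and 58.7%. At boundary 6 they kept 62.1%, against 92.2% in ΔN(1–265). At boundary 2 they kept 70.4%, against 75.3%, and at boundary 4 88.5%, against 107%. The higher mean of ΔN(1–265) thus came mostly from boundaries 4 (1.48 against 1.22 without dox) and 6 (0.64 against 0.43). At boundaries 1, 2, 3 and 5 the libraries of ΔN(1–265) and those without dox overlapped.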

Given that deleting the CTCF N terminus led to milder insulation defects than complete CTCF depletion, and that deleting the C terminus had little-to-no effect, the ZF array mediates some degree of insulation and must therefore participate in halting cohesin translocation. The ZF domain confers to CTCF an unusually long residence time for a transcription factor^23,29^, as well as uniquely distorts DNA^30^ and positions nucleosomes^31^ in a fashion that might interfere with loop extrusion by cohesin.

### CTCF N(13–33) can recruit PDS5A via a motif shared with WAPL and SORORIN

Our results suggested that N(1–265) may contain one region (possibly more given Fig. 2b) able to interact directly or indirectly with cohesin and alter its behavior during loop extrusion. To test this hypothesis, we tethered CTCF to a LacO array (or the nuclear periphery, Supplementary Fig. 4) and monitored the recruitment of transiently overexpressed cohesin subunits by fluorescent three-hybrid (F3H)^32^ (Fig. 4a). The only cohesin subunit recruited by CTCF in this assay was PDS5A (Fig. 4b, c). ΔN(1–265) completely abrogated PDS5A recruitment, as did the smaller ΔN(13–33) (Fig. 4d). Conversely, fusing CTCF N(13–33) to eGFP was sufficient to elicit PDS5A recruitment (Fig. 4e).

**Fig. 4:**
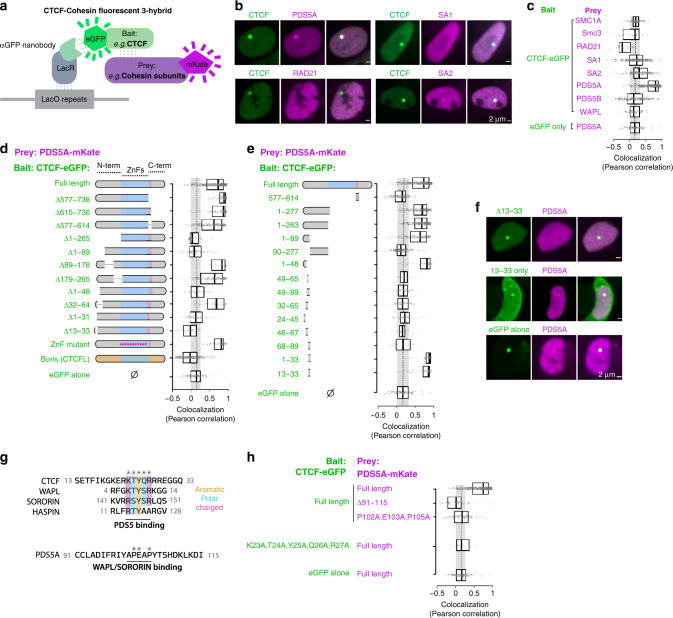
The CTCF N terminus can interact with the PDS5A cohesin subunit via a motif shared with WAPL and SORORIN. **a** Fluorescent three-hybrid setup testing the ability of CTCF to recruit cohesin subunits in BHK-LacO cells. **b**, **c** PDS5A is the only subunit recruited by CTCF by F3H. Each data point corresponds to the Pearson correlation between the green (CTCF) and red (cohesin subunits) channels at one GFP-positive LacO array. High values denote high colocalization of CTCF and cohesin subunits at the array. Boxplots indicate the first and third quartile and median. **d** Deleting CTCF N(13–33) prevents PDS5A recruitment in F3H. **e**, **f** N(13–33)-eGFP is sufficient to recruit PDS5A by F3H. **g** CTCF N(23–27) aligns with the known PDS5-binding region of WAPL, SORORIN, and HASPIN reported to interact with the APEAP motif of PDS5. **h** Mutation of the APEAP motif of PDS5A prevents its recruitment by CTCF in the F3H assay. Alanine substitution of CTCF N(23–27) prevents PDS5A recruitment by CTCF.

Sequence alignment revealed that CTCF N(13–33) contains a KTYQR motif highly analogous to the known PDS5-binding domains of WAPL, SORORIN, and HASPIN (Fig. 4g)^33,34^. Alanine substitution of CTCF KTYQR abrogated PDS5A recruitment by F3H. Reciprocally, alanine substitution of the APEAP motif in PDS5, known to bind WAPL and SORORIN, also abrogated its recruitment by CTCF in F3H (Fig. 4h). Altogether, this indicates that CTCF binds the same region in PDS5 as SORORIN and WAPL. This is especially interesting, given that SORORIN binding to PDS5 through this region is known to shield PDS5 from the releasing activity of WAPL, thereby opposing cohesin unloading^35^. Our observations raise the possibility that CTCF might act similarly.

It remains unclear at this stage why CTCF cannot recruit PDS5B in F3H, in spite of the region around the APEAP motif being highly similar between PDS5A and PDS5B. Human and mouse CTCF 13–33 are 100% identical (Supplementary Fig. 4), with extremely high conservation throughout the protein, including the N terminus, up to fishes. Supporting our observations with mouse orthologs, we observed that human CTCF also recruits human PDS5A, and much more efficiently than human PDS5B (Supplementary Fig. 4e). It is possible that a remote segment unique to PDS5B interferes with its recruitment by CTCF.

Given that PDS5 regulates cohesin dynamics^2^ and opposes translocation^36–38^, these findings prompted us to explore further how CTCF can block cohesin and stabilize DNA loops. First, because binding of PDS5 and NIPBL to the cohesin ring is mutually exclusive^36^, CTCF may prevent NIPBL from promoting ATP hydrolysis and cohesin translocation, thereby blocking cohesin at CTCF sites. Second, CTCF may interfere with completion of the unloading process, employing its N terminus to disconnect PDS5A from the cohesin unloader WAPL. These observations also offer insight as to why depleting PDS5A and PDS5B diminishes Hi–C peaks between CTCF sites^2^.

In the context of loop extrusion, competition between NIPBL and PDS5 would regulate cohesin step rate or velocity, and the affinity of CTCF for PDS5 would tune that step rate to zero locally, at CTCF sites, thereby instructing insulation in a site-specific manner. Supporting the notion that PDS5 can indeed dampen loop-extrusion velocity independently of unloading, loss of PDS5 triggers global chromosome condensation without augmenting cohesin residence time as dramatically as loss of WAPL^2^. Furthermore, PDS5 depletion prevents the appearance of ectopic Hi–C peaks observed upon loss of WAPL^2^, indicating that PDS5 acts upstream of WAPL at CTCF sites. More generally, locally tuning cohesin-extrusion dynamics may be employed by additional transcription factors other than CTCF^39^, and we envision that it will prove a general principle with consequences on long-range transcriptional regulation.

### CTCF N(226–228) mediates most but not all effects of CTCF in TAD folding

Importantly, the CTCF–PDS5A axis mediated by N(13–33) cannot account for all functions of the N(1–265) region in TAD folding, since ΔN(1–89) exhibits only partial insulation defects (Fig. 2b). Other N-terminal regions we identified by 5C, such as N(179–265) and possibly the N-terminal RNA-binding region around ZF1, may also participate in functionally connecting CTCF and cohesin by means that are not readily captured by the F3H assay. Although we were able to reproducibly co-immunoprecipitate all CTCF truncations with an anti-SA1 antibody (Supplementary Fig. 3h), detection of the interaction was very sensitive to extraction conditions. Furthermore, we have been unable to detect cohesin proteins after the reciprocal pulldown of CTCF. These co-immunoprecipitation data might not reflect a robust and stable interaction between CTCF and cohesin. Our observations are concordant with a parallel study demonstrating that several regions in the CTCF N terminus mediate cohesin retention, and that the CTCF N terminus is necessary for Hi–C peaks between TAD boundaries^20^.

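Clonal lines with transgenes lacking N(13–33) or N(1–31), the larger deletion as the sample labels give it, were compared with full-length, with adjustment over the 6 lines of Fig. 5a that are not in Fig. 2b. ΔN(1–31) clone 1 scored 0.66 ± 0.035 (SD, n = 2), a relative insulation of 1.09 (p = 0.1, adjusted p = 0.133, two-sided exact permutation test). ΔN(1–31) clone 2 scored 0.53 ± 0.0073 (SD, n = 2), a relative insulation of 0.873 (p = 0.0167, adjusted p = 0.0333, same exact test), and was the only one of the 4 clones called. ΔN(13–33) clone 1 scored 0.58 ± 0.039 (SD, n = 6), a relative insulation of 0.949 (p = 0.111, adjusted p = 0.133, exact permutation test), and 2 of its 6 libraries lay below all full-length libraries. ΔN(13–33) clone 2 scored 0.61 ± 0.019 (SD, n = 4), a relative insulation of 1.01 (p = 0.696, same test). ΔN(1–31) clone 2 was not called with the 4 most insulated boundaries (0.885) or with the within/across ratio (0.956). Clone 1 of ΔN(13–33) was called at the left edge of the boundary bin (0.926), and the within/across ratio moved it to 1.06. Within runs of library numbers, clone 1 of ΔN(13–33) had a ratio of 0.951 (p = 0.0648, exact permutation within runs) and clone 2 a ratio of 0.991 (p = 0.722, same test).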

Three out of four clonal cell lines expressing either ΔN(1–33) or ΔN(13–33) rescue CTCF transgenes that exhibited slight insulation defects by 5C (Fig. 5a). 

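The libraries of both ΔN(13–33) clones together had a mean insulation of 0.59 ± 0.036 (SD, n = 10), which is 1.23 times that of ΔN(1–265) (p = 2e-05, adjusted p = 8e-05, two-sided permutation test with 100000 resamples, the smallest p these can give). Each ΔN(13–33) library lay above each ΔN(1–265) library. The libraries come from only 2 clones of each deletion, and no test treated the clone as the unit. Within runs that hold both deletions the ratio was 1.20 (p = 0.00476, exact permutation within runs, the smallest these runs allow). With raw counts the ratio was 1.13 and was not called.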

The effects were mild, however, indicating that ΔN(13–33) does not mediate the effects of the entire ΔN(1–265) N terminus. In order to circumvent possible complications from analyzing transgenes, we deleted N(13–33) homozygously from the endogenous *Ctcf* alleles, in both untagged and CTCF–AID-eGFP,Tir1 cells. Endogenous ΔN(1–33) did not trigger obvious growth defects, and chromosome folding was very mildly affected by 5C (Fig. 5b), across 4 replicates of 4 clonal cell lines.

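Endogenous N(13–33) was deleted in cells that were not treated with auxin or dox. In untagged cells, the parental line scored 0.82 ± 0.040 (SD, n = 3) and the 2 deletion clones together 0.81 ± 0.020 (SD, n = 7), a ratio of 0.982 (p = 0.467, adjusted p = 0.933, two-sided exact permutation test). In CTCF–AID cells, the parental line scored 0.75 ± 0.065 (SD, n = 4) and the 2 deletion clones together 0.75 ± 0.037 (SD, n = 8), a ratio of 1.00 (p = 0.966, same exact test). The ratios of the single clones were 0.968 and 0.992 in untagged cells and 1.00 and 0.999 in CTCF–AID cells. In the mean over the 6 boundaries, a difference in either background was therefore not detectable beyond the spread of the replicates. At boundary 2, all 7 deletion libraries of untagged cells (0.74 to 0.84) lay below all 3 parental ones (0.88 to 0.99), with p = 0.0167, the smallest possible, and an adjusted p of 0.2 over the 12 comparisons of single boundaries (exact permutation test, chosen after the data had been seen). In CTCF–AID cells the difference at boundary 2 was 0.035 (p = 0.4, same exact test). Without untagged parental replicate 4, the untagged ratio was 1.01, and across all fits that left out 1 library the CTCF–AID ratio ranged from 0.974 to 1.03. Within runs of library numbers the ratio was 0.962 in untagged cells (p = 0.24, adjusted p = 0.48, exact permutation within runs) and 1.00 in CTCF–AID cells (p = 0.978, same test).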

**Fig. 5:**
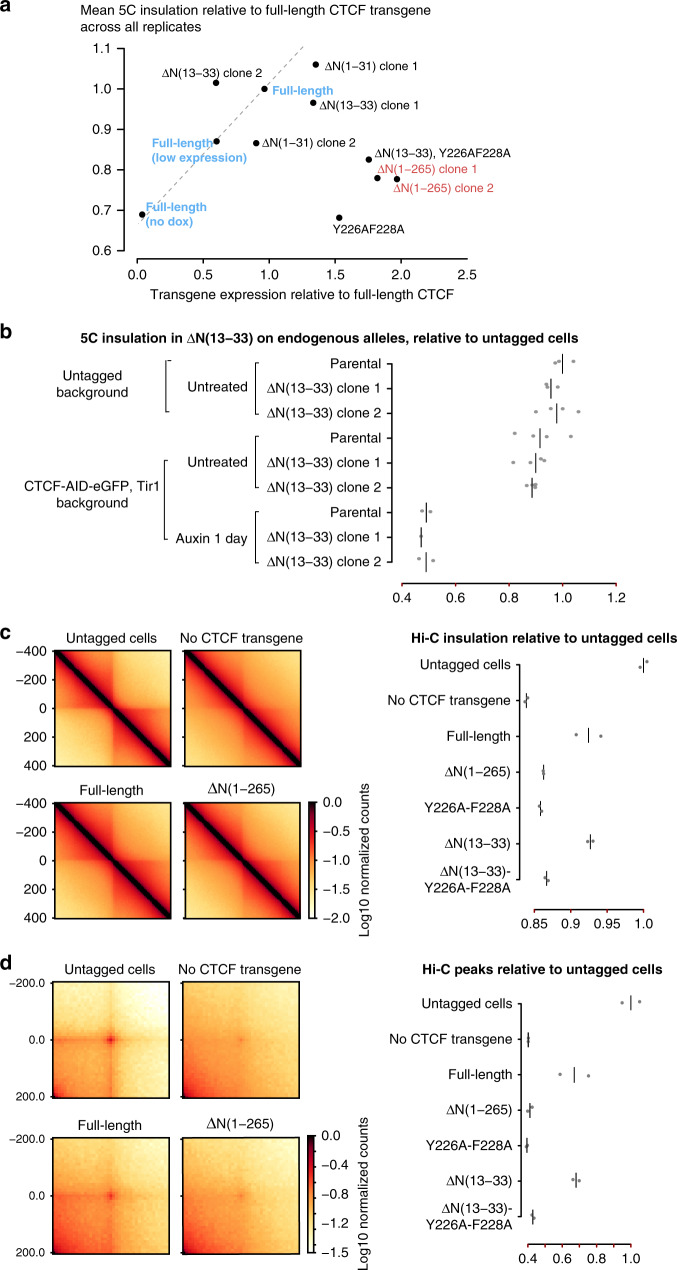
5C and Hi–C analysis of N-terminal mutations of CTCF. **a** Summary of 5C experiments in stable mESC lines harboring CTCF transgenes with N-terminal mutations and treated with dox and auxin as in Fig. 2b. Colored data points are reproduced from Fig. 2b for comparison. **b** TAD insulation analysis from 5C data obtained on cells with region N(13–33) from endogenous CTCF alleles. Each point is the average insulation measured in one 5C replicate and notch marks the median. **c** Hi–C in stable mESC lines expressing CTCF transgenes. Aggregate insulation scores are depicted next to aggregate heatmaps of select genotypes. Each point is the average insulation measured in one Hi–C replicate and notch marks the average. **d** Same data as in **b** for aggregate peak analysis.

The CTCF N terminus was recently discovered to bind RAD21–SA2 in vitro via amino acids N(226–230), and the Y226A/F228A mutation triggers almost complete loss of Hi–C peaks between TAD boundaries^19^. Given that N(226–230) can compete out a WAPL-binding site on RAD21–SA2 in vitro^19^, we explored whether N(226–230) might compensate the deletion of the N(13–33) region, which we show also has the potential to compete out WAPL binding (this time to PDS5A, Fig. 4). We therefore leveraged our inducible rescue system to mutate N(13–33) either alone or in combination with N(226–230). We also assessed the impact of these N-terminal mutations relative to either deletion of the entire N terminus or complete loss of CTCF, using both 5C (Fig. 5a) and Hi–C (Fig. 5c, d).

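Y226A/F228A scored 0.38 ± 0.016 (SD, n = 2), a relative insulation of 0.621, and Y226A/F228A combined with ΔN(13–33) scored 0.46 ± 0.012 (SD, n = 2), a relative insulation of 0.755. Both lines reached p = 0.0167 against full-length (adjusted p = 0.0333 over 6 lines, two-sided exact permutation test), and all 4 libraries lay below every full-length library. Against the full-length libraries of the same run of library numbers, the ratios were 0.651 and 0.791. Neither line was called with the 4 most insulated boundaries, which gave 0.744 and 0.848 and where p stayed at the smallest possible, or with the within/across ratio, which gave 0.919 and 1.01.

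**Figure D4:**
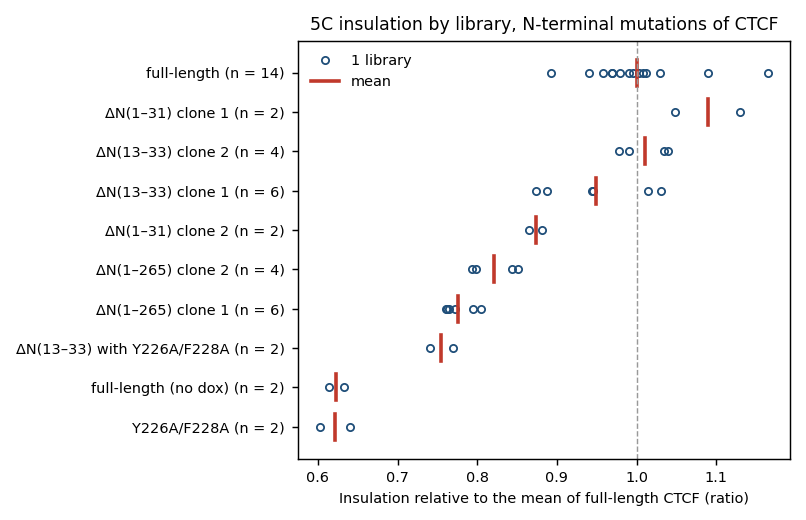
Insulation of every library relative to the mean of the full-length line (x axis, ratio), for transgenes with N-terminal mutations (y axis), with ΔN(1–265) and full-length without dox repeated for comparison (circles, libraries; bars, means). The Y226A/F228A libraries lie beside those without dox.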

Meta-analyses of TAD insulation and loops genome-wide by Hi–C, using boundaries previously identified by ultra-deep sequencing^40^, enabled us to use shallow sequencing across seven genotypes in replicate (Fig. 5c, d, Supplementary Fig. 5). In line with our 5C data, deleting N(13–33) did not reduce insulation or Hi–C peak strength, even in combination with Y226A/F228A. 

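In the 5C data, insulation was 1.22 times higher in the combined mutant than in Y226A/F228A alone, and both libraries of the combined mutant lay above both of Y226A/F228A (p = 0.333, the smallest that a two-sided exact permutation test of 2 libraries against 2 allows). With each of the 4 libraries left out in turn the ratio stayed at 1.18 or above. Without Y226A/F228A, the N(13–33) deletion had 0.974 times the full-length insulation over both clones (n = 10 against 14). The Hi–C data are not among the data analysed here.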

We conclude that the PDS5A-interacting domain of CTCF is dispensable for chromosome folding as monitored by our assays. It remains possible that the CTCF–PDS5A interaction is relevant for pathways we have not assayed. Of note, Y226A/F228A alone exhibited similar Hi–C defects as the entire N-terminal deletion, which itself retained more insulation than full CTCF depletion—consistent with our 5C analyses shown in Fig. 2. 

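By 5C, insulation in Y226A/F228A was 0.782 times that of ΔN(1–265), and both of its libraries lay below all 10 of ΔN(1–265) (p = 0.0303, the smallest possible, adjusted p = 0.0404, two-sided exact permutation test). In the run of library numbers that holds both mutants the ratio was 0.794, where 2 libraries against 2 give no p below 0.333 (exact permutation test). With the within/across ratio (0.933) the difference was not called. With raw counts (0.775) p stayed at the smallest possible and the call was lost only in the adjustment over the comparisons between mutants. Y226A/F228A was not tested against cells without dox.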

We conclude that the N(226–228) region is the most potent domain of CTCF in genome folding. Future experiments will address whether the other disruptive N-terminal truncations detected in Fig. 2b and other studies^20,28,41,42^ alter the function of this domain.

## Discussion

Altogether, our data reveal the importance of the N-terminus portion of the CTCF protein in stabilizing cohesin at CTCF-binding sites, providing a molecular explanation for how CTCF-binding site polarity instructs chromosome folding (Fig. 6 and Supplementary Fig. 6). The inducible degron-based genetic complementation approach presented here allowed comparing the effect of either mutating or acutely depleting CTCF, in a context where endogenous CTCF is not present. Our conclusions are in line with two recent studies that used distinct strategies to ascertain the importance of the N terminus for cohesin retention and genome folding. Li et al.^19^ introduced a point mutation at the endogenous locus (Y226A/F228A) without comparing to full depletion of CTCF, and Pugacheva et al.^20^ complemented a cell line where CTCF binding is disabled at a subset of sites interspersed between unaffected sites.

**Fig. 6:**
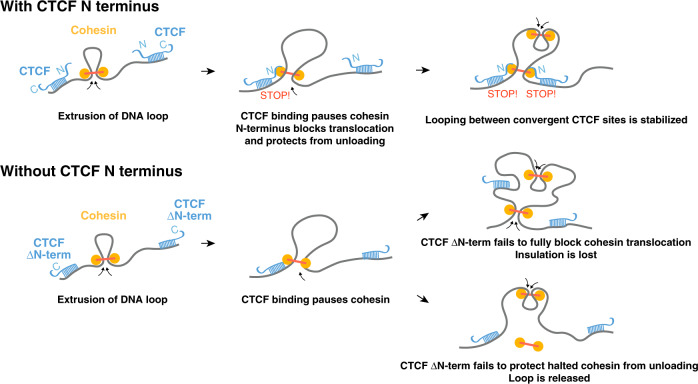
Summary model for the role of the CTCF N terminus in chromosome folding. Upon encountering a bound CTCF site, cohesin halts, irrespective of motif orientation^18,72^. Because of the nonpalindromic nature of the CTCF DNA motif, the effect of the CTCF N terminus on cohesin retention and DNA loop stabilization is polarized to one side of CTCF-binding site. Altogether, these events result in pairs of interacting TAD boundaries being preferentially populated by CTCF motifs in convergent orientation. Upon deleting the N terminus of CTCF, cohesin occupancy is diminished but still detectable, indicating that cohesin still pauses upon encountering bound CTCF sites. Loss of cohesin occupancy may reflect either or both decreased ability of truncated CTCF to block cohesin (leading to insulation defects) and decreased ability of truncated CTCF to protect halted cohesin from unloading (leading to loss of the DNA loop). See Supplementary Fig. 6.

The importance of the CTCF N terminus draws support from evolutionary data: while the ZF domain of CTCF is highly conserved across bilateria^43^, vertebrate and invertebrate N termini are highly divergent overall. In *Drosophila*, CTCF-binding sites also overlap cohesin ChIP-seq peaks^44^ (Supplementary Fig. 7), but do not exhibit motif orientation bias at domain borders^45^ and do not anchor Hi–C peaks^46,47^. This reinforces the notion that, while the conserved ZF domain is an impediment to cohesin translocation, the mammalian N terminus is required to fully retain cohesin and stabilize chromatin loops as they appear by Hi–C. While the CTCF N terminus is highly conserved across mammals, it is highly divergent from that of its paralog BORIS/CTCFL. BORIS does not interact with PDS5A (Fig. 4d), lacks homology to the RAD21–SA1-interaction domain in CTCF, and does not share the functions of CTCF in genome architecture^20,48–50^.

Altogether, our observations also explain why TAD boundaries are preferentially populated by pairs of CTCF sites with binding sites in a convergent orientation, and why inverting a CTCF site impairs chromatin interactions, in spite of leaving cohesin ChIP enrichment unchanged^18^. Indeed, orientation of the CTCF motif ensures that cohesin translocating from the inner portion of TADs encounters the N terminus of CTCF (Fig. 6 and Supplementary Fig. 6). When the N terminus is placed C-terminally of the ZF array, CTCF is unable to rescue TAD folding, indicating that oriented presentation of the N terminus is crucial (Fig. 2b). 

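The transgene with its N and C termini swapped scored 0.39 ± 0.0093 (SD, n = 2), a relative insulation of 0.645 (p = 0.0167, adjusted p = 0.0259, two-sided exact permutation test against 14 full-length libraries). It ranged from 0.634 to 0.656 with each library left out in turn, and was 0.617 against the full-length libraries of the same run of library numbers. The within/across ratio gave 0.915, which was not called. From this line the paper reasons that the N terminus has to be presented in the right orientation.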

Finally, our observations also provide insight as to why depleting WAPL triggers accumulation of DNA loops between nonconvergent CTCF sites^2,51^: the unloading complex is necessary to release loops held by cohesin at CTCF sites, even when cohesin halts by encountering the C-terminal pole of CTCF- binding site (Supplementary Fig. 4). This would account for the cohesin traffic jam at CTCF motifs in divergent orientation in cells devoid of WAPL^52^. In summary, our results point toward additional functions of CTCF beyond cohesin blocking, namely protecting from unloading, and pave the way for further mechanistic dissection of the process.

## Methods

### Cell culture

Parental WT mESC E14Tg2a (karyotype 19, XY, 129/Ola isogenic background) and subclones were cultured in DMEM + Glutamax (ThermoFisher cat 10566-016) supplemented with 15% fetal bovine serum (ThermoFisher SH30071.03), 550 µM b-mercaptoethanol (ThermoFisher 21985023), 1 mM sodium pyruvate (ThermoFisher 11360-070), 1× nonessential amino acids (ThermoFisher 11140-50), and 10^4^ U of Leukemia-inhibitory factor (Millipore ESG1107). Cells were maintained at a density of 0.2–1.5 × 10^5^ cells/cm^2^ by passaging using TrypLE (12563011) every 24–48 h on 0.1% gelatin-coated dishes (Millipore cat ES-006-B) at 37 °C and 7% CO_2_. The medium was changed daily when cells were not passaged. Cells were checked for mycoplasma infection every 3–4 months and tested negative. The CTCF-AID mESCs (full genotype CTCF-AID-eGFP, Tir1(random insertion)) were described as cell line #EN52.9.1 in ref. ^3^. A full list of the cell lines used and generated in this study, with unique identifier numbers, can be found in Supplementary Table 1.

To establish neural progenitors and astrocytes, CTCF–AID mESCs were seeded at around 0.1 million cells in a 75-cm^2^ gelatinized dish in mESC medium. The following day, cells were rinsed twice in 1× phosphate-buffered saline and switched to N2B27 medium (50% DMEM/F12 medium: Gibco 31330-038, 50% Neurobasal medium: Gibco 21103-049, 1× Glutamax Gibco 35050061, 0.5× B27 Gibco 17504-044, 1× N2 Millipore SCM012, and 0.1 mM 2-mercaptoethanol) (ThermoFisher 21985023) and changed daily. After 7 days, cells were detached using TryplE and seeded on nongelatinized bacterial dishes for suspension culture at 3 million cells per 75 cm^2^ and cultured in N2B27 containing 10 ng/mL EGF and FGF (Peprotech 315-09 and 100-18B). After 3 days, floating aggregates were seeded on gelatinized dishes. After 2–4 days, cells were dissociated using Accutase and passaged twice on gelatinized dishes in N2B27 + EGF + FGF and cryopreserved after expansion. For differentiation into quiescent astrocytes, adherent NPC cultures were washed twice with N2B27 and cultured for at least 48 h with N2B27 + 10 ng/mL BMP4 (R&D Systems 314-BP-010).

Schneider’s Drosophila Line 2 (S2) cells were obtained from ATCC and cultured in Schneider’s Drosophila Medium (ThermoFisher 21720001) with 10% heat-inactivated FBS (ThermoFisher SH30071.03) at 28 °C according to the ThermoFisher protocol.

The Baby Hamster Kidney (BHK) LacO clone #2 used for Fluorescent three-hybrid was created in the laboratory of David Spector^53^ and kindly provided by Pierre-Antoine Desfossez.

AID depletion was triggered using 500 mM of Indole-3-acetic acid sodium salt (auxin analog) (Sigma-Aldrich Cat #I5148) final, diluted in culture medium. TetO promoters were induced using 1 μg/ml doxycycline final, diluted in culture medium. Single-molecule imaging in CTCF–AID cells was performed after 1 day of auxin treatment, to minimize secondary effects. ChIP-seq and Hi–C was performed after 2 days of auxin (+dox) treatment to enable comparison with previous ChIP-seq and Hi–C data^3^. 5C was performed after 4 days of auxin (+dox) treatment, where the effect of CTCF depletion and the difference with the CTCF full-length transgene rescue were maximal^3^.

### Plasmid construction

Plasmids were assembled using Gibson assembly (SBI MC010B-1) or restriction ligation. Mouse cDNAs were used for CTCF and cohesin transgenes, and cloned after by reverse transcription of mESC (E14Tg2a) mRNAs (SuperscriptIII, ThermoFisher). BORIS/CTCFL cDNA was synthesized as a gblock by IDT. Human cDNAs were produced from WTC11 hiPSCs. The GFP nanobody–LacR fusion plasmid^32^ was kindly provided by Heinrich Leonhardt and Cristina Cardoso. Targeting vectors driving doxycycline-inducible CTCF cDNAs were assembled by modifying the pEN366 vector^3^ (Addgene 156432).

Parylation-deficient CTCF was created by alanine substitution of the eight glutamic acid residues between positions 215 and 244, known to obliterate parylation^54^. The N-terminal sumoylation site was obliterated by introducing the previously described^55^ K75R mutation.

CTCF amino-acid number refers to UniProtKB—Q61164 (CTCF_MOUSE).

The list of plasmids generated in this study can found in the Supplementary information. Key plasmids and annotated sequence maps are available through Addgene (https://www.addgene.org/Elphege_Nora/).

### Genome engineering

For transfection, plasmids were prepared using the Nucleobond Maxi kit (Macherey Nagel) followed by isopropanol precipitation. Constructs were not linearized.

To knock in TetO-CTCF cDNAs at the *Tigre* locus, CTCF–AID, Tir1(random insertion) clone EN52.9.1^3^ was transfected using using the Neon system (Thermofisher) using a 100-µL tip with 1 million cells at 1400 V, 10 ms, and 3 pulses. Five micrograms of the Cas9-*Tigre* sgRNA vector pX330-EN1201^3^ (Addgene #92144) and 15 µg of the targeting construct were used. The CTCF transgenes encode a puromycin-selection cassette under the PGK promoter, flanked by FRT sites. After electroporation, cells were seeded in a 9-cm^2^ well and left to recover for 48 h. Cells were plated at limited dilution and grown for around 7 days in the presence of puromycin at 1 µg/mL, until single colonies could be picked. Individual clones were genotyped by polymerase chain reaction (PCR) and analyzed by flow cytometry for induction of the CTCF-mRuby2 transgene on a MACSQuant analyzer. Homozygous clones were identified by PCR, and those driving expression as close as possible as the control cells harboring the full-length CTCF transgene were expanded and cryopreserved. See Supplementary information.

To knock in the Halotag at RAD21, mESCs (E14Tg2a or CTCF–AID, Tir1(random)) were transfected using the Neon system (Thermofisher) using a 100-µL tip with 1 million cells at 1400 V, 10 ms, and 3 pulses. Five micrograms of the Cas9 sgRNA vector pX330–EN1082 (see Supplementary information) and 15 µg of targeting construct pEN313 were used (see Supplementary information). We sought to shorten the isolation of homozygous clones with the selection cassette removed. To avoid two rounds of subcloning, we adopted the following strategy. After electroporation, cells were seeded in a 9-cm^2^ well and left to recover for 48 h. Geneticin was then added to the media at 200 µg/mL without subcloning: cells were selected as a heterogeneous pool of homozygous and heterozygous cells for around 10 days, at which stage over 70% of the cells showed nuclear fluorescence after addition of the fluorescent Halotag ligand. This heterogeneous pool of cells was then used for transfection with the Neon system using a 10-µL tip and 0.1 million cells with 250 ng of a flippase-expressing plasmid (pCAGGS-FlpO-IRES-puro)^56^ in order to trigger FRT recombination and excision of the blasticidin-selection cassette. After electroporation, cells were seeded in a 9-cm^2^ well and left to recover for 48 h, then subcloned by transferring into a 78-cm^2^ petri dish from which two serial 1:10 dilutions were seeded in an additional two dishes. After 7–8 days of culture without antibiotic selection, single colonies were manually picked, transferred into a 96-well plate, dissociated, and replated. Clones were then genotyped by PCR for homozygous insertion of the Halotag, checked for geneticin sensitivity, expanded, and cryopreserved.

We noticed that the RAD21–Halotag cells derived from the CTCF–AID, Tir1(random), clone EN52.9.1, stopped responding to auxin upon differentiation. We therefore used RAD21–Halotag, introduced Tir1 at the Tigre locus using pX330-EN1201 (Addgene #92144) and pEN396 vectors (Addgene #92142), and isolated a homozygous knock-in clone that we used to introduce an AID-eGFP cassette at both endogenous alleles of CTCF using pEN244 (Addgene #92144) and (pCAGGS-FlpO-IRES-puro)^56^. We noticed that when targeted at *Tigre*, Tir1 expression remained stable upon differentiation.

To create Sororin-AID cells, RAD21–Halotag cells were transfected using the Neon system (Thermofisher) using a 100-µL tip with 1 million cells at 1400 V, 10 ms, and 3 pulses with 5 µg of the Cas9 sgRNA vector pX330-EN1680 (see Supplementary information) and 15 µg of the targeting construct pEN487 (see Supplementary information). A homozygous clone was isolated, used for co-transfection with (pCAGGS-FlpO-IRES-puro)^56^ to remove the blasticidin-selection cassette. Tir1 was then introduced at rosa26 using vectors pX330-EN479 (Addgene #86234) and pEN114 (Addgene # 92143). Homozygous clones were identified by PCR.

To delete the nucleotides encoding for CTCF(13–33) from the endogenous allele, we created a targeting vector consisting of 1 kb upstream and downstream of the region to delete clones into pUC19 (Bruneaulab vector pEN715). We co-transfected this plasmid together with the sgRNA vector pX459–EN2328 (derived from pX459, Cas9-2A-puro, Addgene #62988—see Supplementary information). We used the Neon system (Thermofisher) using a 100-µL tip with 1 million cells at 1400 V, 10 ms, and 3 pulses with 15 µg of pEN715 and 5 µg of pX459–EN2328. One day later, puromycin was added at 1 µg/mL. One day later, cells were split for limiting dilution in 10-cm plates with puromycin. Starting 1 day later, the medium was changed daily without puromycin. Single colonies were picked manually and genotyped by PCR. Deletions were also confirmed from cDNA generated from the selected clones, and that no WT CTCF cDNA was produced by these cells. These mutant cells did not exhibit noticeable growth defects.

The list of cell lines generated in this study and the corresponding CRISPR sgRNAs can found in Supplementary Data 1.

### ChIP-seq

Preparation of spike-in chromatin from S2 cells—cells were detached from culture dishes by splashing them gently but thoroughly with culture medium, and transfered to a 15-mL conical tube before spinning at 1000*g* for 3 min. Cells were resuspended at 10^6^ cells/mL in complete S2 culture medium at room temperature. In total, 270 µL of 37% Formaldehyde (Electron Microscopy Sciences) was taken for a final concentration of 1%, and agitated on an orbital shaker for 10 min @ RT. In total, 510 µL of 2.5 M glycine (final concentration 125 mM) was added, and cells were left agitating for 5 min @ RT, then spun at 1000*g* for 2 min, 4 C. Fixed cells were washed once in 1 mL of cold 1×PBS–0.125 M glycine, and spun at 1000*g* for 3 min, 4 C. Cells were used for sonication without prior freezing, as we noticed that snap freezing dramatically altered shearing efficiency. Fresh cell pellets were resuspended in 1 mL of Cell lysis buffer (20 mM Tris HCl, pH 8.0, 85 mM KCl, 0.5% IGEPAL, and 1× Halt protease inhibitors, ThermoFisher PI78425) and incubated on ice for 10 min. Nuclei were pelleted by spinning at 2500*g* for 5 min at 4 C and lysed in 50 mM Tris HCl, pH 8.0, 10 mM EDTA, 1% sodium dodecyl sulfate, and 1× Halt protease inhibitors for 30 min on ice. Chromatin was sheared using a Covaris S220 ultrasonicator 5% Duty cycle, 5 intensity, and 200 cycles/burst for 7 min. Debris were pelleted by centrigugation at 1500*g* for 5 min. The supernatent was transferred into a new tube, and glycerol was added at 10% final concentration before freezing at −80 °C as single-use aliquots. For each ChIP experiment, 600 ng of *Drosophila* chromatin (as estimated from the amount of DNA retrieved after reverse cross-linking) was used in combination with sonicated chromatin obtained from 10 million mESCs.

RAD21 ChIP-seq in Fig. 1—The first set of RAD21 ChIP-seq was performed in parallel of CTCF ChIP-seq in the CTCF–AID mESC clone EN52.9.1 published in 2017^3^, using 10 mg of antibody Abcam ab992 together with 40 ng of *Drosophila melanogaster* spike-in chromatin (Active motif 53083) and spike-in antibody (Active motif 61686). These tracks are tagged as “2017protocol” in Supplementary Data 2 and companion GEO submission of this study.

RAD21 and FLAG ChIP-seq in Fig. 3—FLAG and RAD21 ChIP-seq in mESCs containing CTCF rescue transgenes, as well as replicates of the parental CTCF–AID line EN52.9.1 post 2017, were prepared with a protocol differing from data in Fig. 1 by the lysis and wash buffers. For the full-length transgene, we used the high-expressing clone (EN133.10) to be closest to the expression level of the ΔN(1–265) clones.

For fixation, mESCs were dissociated using TrypLE and resuspended in 10% FBS in PBS, counted, and adjusted to 1 million cells per mL. Formaldehyde was then added to 1% final concentration followed by 10 min of incubation at room temperature. Quenching was performed by adding 2.5 M glycine–PBS to 0.125 M final concentration followed by 5 min of incubation at room temperature, 15 min of incubation at 4 °C, and centrifugation at 200*g* for 5 min at 4 °C, resuspended with 0.125 M glycine in PBS at 10 million cells per mL, aliquoted, spun at 200*g* for 5 min at 4 °C, and snap-frozen on dry ice.

Fixed cells were thawed on ice, resuspended in ice-cold 20 mM Tris HCl, pH 8.0, 85 mM KCl, 0.5% IGEPAL and 1× HALT protease inhibitor, counted and readjusted to obtain 10 million cells in total exactly, incubated on ice for 15 min, centrifuged at 500*g* for 5 min at 4 °C, resuspended in 1 mL of 20 mM Tris HCl, pH 8.0, 0.1% SDS, 0.5% sodium deoxycholate, and 1× HALT protease inhibitor, and transferred to a MilliTube (Covaris). Chromatin was sheared on a Covaris S2 sonicator for 15 cycles at 5% duty cycle, intensity 8, 200 cycles per burst in a waterbath maintained at 4 °C, using 1 min of sonication—30 s of rest, resulting in fragments. Samples were clarified by centrifugation at 18,000*g* at 4 °C for 10 min. Supernatants were transferred to 15-mL conical tubes, and 600 ng of spike-in *Drosophila* chromatin (home made) was added. A 10% of the mixture was saved as input and the rest was diluted to 5 mL with ice-cold 16.7 mM Tris Hcl, pH 7.4, 167 mM NaCl, 0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, and 1× protease inhibitor. In total, 10 μg of anti-FLAG (Millipore-Sigma F1804) or anti-RAD21 (Abcam 992) together with 4 μg of spike-in antibody (anti-H2Av, Active motif) was added alongside with 40 μL of prewashed protein G Dynabeads (ThermoFisher) followed by overnight incubation at 4 °C on a rotator. Beads were collected using a magnetic stand, transferred into 2-mL tubes, and washed with 1 mL twice for 5 min with 20 mM Tris HCl, pH 8.0, 150 mM NaCl, 2 mM EDTA, 0.1% SDS, and 1% Triton X-100, twice for 5 min with 20 mM Tris HCl, pH 8.0, 500 mM NaCl, 2 mM EDTA, 0.1% SDS, and 1% Triton X-100, and twice for 5 min with 10 mM Tris HCl, pH 8.0, 0.25 M LiCl, 1 mM EDTA, 1% NP40, and 1% sodium deoxycholate, and rinsed twice with 1× TE buffer. DNA was eluted twice by resuspending washed beads with 50 µL of 1% SDS, 0.1 M NaHCO_3_, and incubating for 30 min and pooling eluates. Saved input DNA was diluted in the same buffer and treated similarly. Of 10 mg/ml, 1 ml of DNAse-free RNAse A was added, and eluates were incubated at 37 °C for 30 min, prior to addition of 1 µl of 20 mg/ml Proteinase K and 12 µl of 5 M NaCl, and overnight incubation at 65 °C. The next day, DNA was cleaned either using Ampure Beads (FLAG ChIPs) or Qiagen PCR cleanup minelute kit, eluting in 32 mL. DNA was then used for library preparation exactly as described^3^, using the entire eluate for ChIP-seq and 40 ng for inputs.

### ChIP-seq analysis

Mapping and peak calling were performed as exactly as described previously^3^ using mm9 assembly: Fastq files were trimmed using the fastq-mcf program, aligned to the mm9 reference genome with the bowtie2 software^57^. Reads with a mapq score of 30 or greater were retained, using Samtools. Heatmap visualization and integration with RNA-seq was performed using the Easeq version 1.03 software^58^. Published^3^ CTCF ChIP-seq peaks in untreated and auxin-treated CTCF–AID mESCs were used to identify total and auxin-sensitive CTCF peaks. The fraction of reads in peak scores were calculated by the proportion of uniquely mapping reads within auxin-sensitive CTCF peaks compared to the total number of uniquely mapping reads, and excluding genomic regions known to display artificial ChIP-seq signal^59^ retrieved from https://sites.google.com/site/anshulkundaje/projects/blacklists.

The RAD21 ChIP-seq presented in Fig. 1, and identified as Rad21_(2017_protocol) in Supplementary Data 2, was generated in parallel of the CTCF ChIP-seq data published^3^ in GEO series GSE98671. We used matching inputs for the analysis as those were generated in parallel (see Supplementary Data 2). These samples were generated using the commercial Active motif spike-in reagents (spike-in chromatin cat#52083 and spike-in antibody cat#61686), where spike-in calibration yielded consistent results.

For RAD21 ChIP-seq in mESCs with the CTCF transgenes (Fig. 3), we noticed that spike-in normalization gave inconsistent results, artificially rescaling up or down RAD21 scores beyond reason and inconsistently between replicates. While these samples were generated using homemade *Drosophila* chromatin from S2 cells (ATCC cat# CRL-1963) and Active motif spike-in antibody cat#61686, we observed similar inconsistency using commercial *Drosophila* spike-in chromatin from Active motif cat#52083 (not shown). To avoid normalization artifacts, we display FLAG and RAD21 analyses without recalibration. Reads were mapped separately to mm9 and dm3 as described^3^, eliminating low-quality reads, PCR duplicates, and multimapping reads. Tracks and density plots were generated using Easeq^58^ http://easeq.net/.

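The list of FLAG–CTCF peaks in cells with the full-length transgene, treated with auxin and dox, holds the start and end of 49682 peaks in mm9 and no score. Peaks are 143 to 200 bp long, with a median of 200 bp. Of these peaks, 1128 lie on chromosome X and 78 in the region covered by 5C. The peaks of this region fall into 49 of the 20-kb bins that hold 5C primers.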

The list of FLAG (CTCF) peaks from cells expressing the full-length FLAG–CTCF, used in Fig. 3, is provided as Supplementary information in the GEO series of this paper. It corresponds to the overlapping peaks from libraries ENC178 and ENC205 (Supplementary Data 2), excluding blacklisted genomic intervals.

For mapping *Drosophila* RAD21 enrichment at CTCF sites in Kc167 cells, published^44^ datasets from accession GSE63518 were mapped to dm3, and peak calling was performed as exactly as described previously^3^.

### Chromosome-conformation capture carbon copy (5C)

5C was performed exactly as described^3^ with the same 5C oligonucleotide pool, which corresponds to a single alternating design of 486 Forward and 504 Reverse oligos, spanning 4.5 Mb across mm9 chrX:98837477–103425147. Note that all cells used here are XY with a single active X chromosome.

### 5C analysis

Sequencing and mapping were performed as described^3^ using mm9 reference coordinates. Matrices were then iteratively corrected at the fragment level and normalized to sum to 1e6. Iterative correction was performed on raw unbinned matrices (fragment level from the alternating 5C primer design) using iterative_correction_asymmteric with default values (cooltools, https://github.com/open2c/cooltools). 

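Iterative correction was repeated on the deposited raw counts of the 82 libraries with a complete matrix, with 200 rounds that even out the totals of forward and reverse primers in turn. Mean insulation of a library differed by at most 0.00093 (log2) from that computed with the authors' corrected values. The authors' corrected matrices hold at most 455 of the forward primers, and the raw matrices up to 486. Of the corrected matrices, 78 are symmetric and sum to 1000000, and 13 hold forward against reverse primers near their raw total. The score does not depend on that scale.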

5C heatmap data depicted in the figures were obtained after binning the corrected matrices at 15 kb by taking the median over all primer pairs that fall within each pair of bins.

To minimize possible artifacts when calculating insulation scores, we binned the matrices at 20 kb by taking the mean over all primer pairs that fall within each pair of bins. The first two diagonals of the binned matrix were then filled with the mean of the second diagonal. Combined insulation scores for each sample were calculated for the binned corrected matrices by aggregating over the same set of boundary positions across samples. Boundaries were identified in untreated CTCF–AID mESCs without any CTCF transgene (GEO accession GSE98671 samples GSM2609248, GSM2609253, and GSM2609256)^3^ by taking the minima of the insulation profile, as described previously^3^. Insulation scores were calculated with a 100-kb window, as described previously^3^. These minima were then filtered to exclude those that are shared with those upon auxin-mediated degradation of CTCF–AID for 4 days in mESCs (GSM2609254 and GSM2609259) (to eliminate CTCF-independent boundaries—e.g., compartment transitions). Combined insulation scores averaged across all replicates (Fig. 2) were calculated as the mean across boundary positions and averaged across replicas, for each cell line separately. To calculate insulation relative to full-length transgenes, averages of mutant cDNAs were divided by the average obtained with the reference full-length transgene. 

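In untreated CTCF–AID cells, the mean insulation scores (n = 4) at boundaries 1 to 6, in order along the chromosome, were −0.091, 0.73, 0.50, 1.66, 0.88 and 0.83. Boundary 1 lies within Nhsl2 and boundary 3 within 4930519F16Rik. Boundary 4 covers parts of Tsix, Xist and Enox and the pseudogenes Gm14861 and Gm9153, and boundary 6 covers parts of Cox7b and Atp7a. No gene of the mm9 annotation overlaps boundaries 2 or 5, whose nearest protein-coding genes are Cited1, at 11572 bp, and Rlim, at 34525 bp. Boundaries 2, 4 and 6 each hold 3 FLAG–CTCF peaks of full-length cells, and boundaries 1 and 3 each hold 1. Boundary 5 holds none, and the nearest peak runs from 101187133 to 101187332, 33916 bp away between midpoints. A peak was therefore found in 5 of the 6 boundary bins and in 22.1% of the other bins with primers (44 bins, p = 0.00325, two-sided Fisher's exact test). When a peak in the bin on either side also counted, the numbers were 5 of 6 and 48.2% (p = 0.115, same test). The paper had left out boundaries shared with cells depleted of CTCF. An excess of peaks in the boundary bins may therefore follow from that choice and is no independent evidence.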

The genomic positions of the CTCF-dependent boundaries used were boundary1 chrX:99151148–99171148, boundary2 chrX:99411148–99431148, boundary3 chrX:100451148–100471148, boundary4 chrX:100671148–100691148, boundary5 chrX:101211148–101231148, and boundary6 chrX:103211148–103231148.

Similar results were obtained when using the four most visually prominent boundaries. 

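The paper's text does not name the boundaries it chose for this comparison, so the 4 with the highest mean score in untreated CTCF–AID cells (boundaries 2, 4, 5 and 6) were used. Of 32 ratios recomputed over these boundaries, 26 kept their direction and their side of the threshold. The changes were a new call for ΔC(577–614), lost calls for ΔN(1–31) clone 2 and for both lines with Y226A/F228A, and a change of side for sumoylation-deficient mutant #1 (1.00) and ΔN(13–33) clone 2 (0.989). In the lost calls of the Y226A/F228A lines, p itself stayed at 0.0167 (exact permutation test) and the adjusted p reached the threshold itself, since fewer of the 6 lines compared had the smallest p.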

Differential heatmaps were generated by binning each matrix independently and subtracting the 5C counts from the reference matrix.

### Hi–C sample preparation

Hi–C was performed with the Arima Genomics kit following the manufacturer’s recommendations and using 1 million cells per reaction.

### Hi–C analysis

We processed each Hi–C dataset using *distiller* (https://github.com/open2c/distiller)^60^, mapping reads to mm10 and saving processed data in the *cooler* format (https://github.com/open2c/cooler^61^) at 10-kb resolution. For each library, around 70% of initial reads were valid Hi–C pairs with >90% in *cis*. We used iterative correction^62^ to remove biases using cooler balance (filters: mad_max=8, min_count=20).

Aggregate boundary analyses used 4753 boundaries called on Bonev et al.^40^ 10-kb binned ESC data. Data by Bonev et al. were also mapped using *distiller* to mm10 and iteratively corrected. Boundaries were called using *calculate_insulation_score* with a 200-kb window, and with additional stringent thresholds boundary_strength >0.25, log2_insulation_score <0. Average boundary maps for individual datasets were constructed using *CoolerSnipper* from *cooltools* (https://github.com/open2c/cooltools)^63^ to collect and aggregate ±400-kb regions around each boundary, and then normalized to the average value of the second diagonal. To quantify boundary strength for a dataset, we took the ratio between map values for positions spanning the boundary to those shifted to be completely upstream or downstream of the boundary, as performed in earlier studies^64^. Here, we used positions separated by up to 80 kb and shifted the areas by 80 kb upstream and downstream. Aggregate peak analyses used 4450 dots (Hi–C loops) called on Bonev et al.^40^ 10-kb binned ESC data, processed as above. Dots were called using *cooltools* dotcaller with default parameters. Average peak maps were constructed using *CoolerSnipper* from *cooltools* to aggregate ±200 kb paired regions around each set of peak anchors, and then normalized to the average value of 200 kb inward from both anchors. To calculate the peak score for a replicate fold enrichment at the average peak, we computed the ratio between the value of the central pixel with the average of the values in a 6 × 6-pixel region shifted 10 pixels down and to the left, as described in previous studies^13^.

### Live single-molecule imaging

Microscopy setup—Single-molecule imaging was performed on an epifluorescence-inverted microscope (IX71, Olympus) in HILO illumination^65^. In all, a 500-mm achromatic lens conjugates the slit to the specimen plane to achieve a proper HILO. The lens focuses the excitation beam on the back-focal plane of a 150× objective lens (UApo N 150× TIRF 1.45 NA, O.I., Olympus, France). The lens is mounted on a translation stage together with a metallic mirror that sends the beam to the microscope. Displacement of the translation stage allows a precise positioning of the focused beam at the back-focal plane of the objective without influencing the lens-BFP distance. Thanks to this configuration, it is possible to adjust the tilting of the laser beam at the output of the objective and thus the effective thickness of the tilted light-sheet excitation at the specimen.

Efficient separation between the excitation and emission was achieved with a fluorescence cube containing a quad-band dichroic mirror (FF409/493/573/652-Di02-25 × 36, SEMROCK) together with adequate emission filters. The setup is provided with a 561-nm laser (Sapphire 561, Coherent, Santa Clara, CA, USA), a 488-nm laser (488LM-200, ERROL, France), and a 405-nm laser (405LM-200, ERROL, France). Lasers were tuned via an acousto-optical tunable filter (AOTFnC-400-650-TN, A&A Optoelectronic, France) and controlled by a homemade interface in Micromanager v1.4.20^66^. The signal was acquired with an EM-CCD camera (iXonEM DV860DCS-BV, Andor, Ireland) run in frame-transfer mode.

Acquisitions—To perform single-molecule-tracking experiments, cells (both mESC and astrocytes) were grown on circular petri dishes with glass bottom (MatTek, Part No: P35G-1.5-14-C) coated with fibronectin (Millipore SAS cat# FC010-5mg). Cells were seeded at a density of 3 × 10^5^/cm^2^ the day before the experiments, in culture medium based on Fluorobrite DMEM for mESCs (ThermoFisher A1896701) and in phenol-red N2B27 with BMP4 for astrocytes (ThermoFisher 12348017). We underline the importance of performing single-molecule imaging in phenol-red free medium to both reduce the background fluorescence and minimize localization errors.

The experiments were performed 20 h (labeled as 1 day) after adding auxin to culture medium. To achieve single-molecule labeling, cells were incubated with 1 pM of Halo-JF549 for 20 min at room temperature (incubation followed by a first rinsing step, 15-min wait, and another rinsing). While waiting for the second rinsing step, cells were incubated with 1 μM Hoechst and consequently washed to minimize the fluorophores unbound in solution. All washings were performed using cell- culture medium; the coverslips treated with auxin were washed with medium enriched with auxin. During the experiments, cells were kept at 37 °C and 5% CO_2_ with a Tokai Hit heating system (INUBG2E-PPZI).

To locate nuclei, cells were stained with Hoechst 33342 (bisBenzimide H 33342 trihydrochloride, Sigma-Aldrich, ref 14533), excited with 405-nm light. The CTCF-GFP was imaged in the 488-nm channel. To track Cohesin-Halo-JF549, the sample was excited with the 561-nm laser. At least 5000 frames were recorded in a continuous imaging regime, the laser being controlled by the camera. Laser power was approximately 0.1 kW/cm^2^ and adjusted depending on the exposure time in order to keep the amount of excitation photons constant.

To determine the fraction of bound molecules, we acquired images in a continuous regime at a frame rate of 197 Hz (5 ms). For the analysis of the dynamics (MSD) and the residence time, we acquired videos at a rate of 20 Hz (50 ms).

Quantification of photobleaching—To characterize the photobleaching of the organic dye used for our single-particle-tracking experiments (SPT), we acquired movies in the same imaging conditions of the SPT experiments in terms of laser power and exposure. Cells were stained with the JF549 organic dye^67^ at 1 nM for bulk labeling. The plot in *Extended* Fig. 1 shows the average normalized bleaching curve for acquisitions made with an exposure time of 50 ms with the same laser power used for the SPT experiments.

### Analysis of single-particle-tracking data

To localize the single emitters and build the trajectories, we used SLIMfast^68^, implemented in Matlab and based on the MTT algorithm^69^. The point spread function of a single emitter is fitted with a 2D gaussian, whose center corresponds to the position of the fluorophore with a subpixel resolution.

Analysis of bound fractions—To quantify the fraction of bound molecules, we used data acquired at 5-ms exposure in a continuous imaging regime. The actual frame-rate acquisition is 197 Hz (5.08 ms), due to the frame-transfer lag to the camera. We chose to use the data from the fastest acquisition rate to include the fastest-diffusing population, which blurred when imaging with 50 ms of exposure time.

Particles were tracked as described above, and we computed the distribution of the step sizes of the protein of interest. The trajectories consisted of at least one step, or two localizations. A two-state model was chosen to fit our data. The computation of the fraction of bound molecules is corrected for the subset of free molecules that may leave the focal plane^70^. The fit was performed on the cumulative distribution function to avoid biases due to the binning choice.

Residence times—To further characterize the binding kinetics, we extrapolated the trajectories that stayed confined in a circular area of radius *r* = 2 pixels for the whole duration. With this pool of “immobile” trajectories, we built the distribution of residence times and consequently computed the Survival Probability. Such distribution of residence times is defined as the inverse cumulative probability, or the probability for a molecule to have a life longer than t_0_: $$\mathop {\smallint }\limits_{t_0}^\infty P(t)dt$$.

Given the intrinsic limitations of single-molecule imaging when probing very stable binding events (as for cohesin), we use the Survival Probability curves to qualitatively sample the discrepancies between the different biological conditions.

Analysis of diffusion dynamics—The trajectories obtained from experiments at 50 ms were analyzed with custom codes implemented in Matlab. First, we computed the time-averaged mean- squared displacement (MSD) as MSD = 〈*xt* + *n*∆*t* − *xt*〉, where *x*(*t*) is the position at time point *t*, *n* = 1, 2 …, *N*, with *N* = maximum number of time points in a trajectory, and 〈〉 indicating the ensemble average over all the possible time lags of one individual trajectory.

We selected the trajectories with at least ten localizations. In spite of the low JF549 ligand concentration, the beginning of the videos is very dense in point emitters. We therefore cut the first hundred frames of the raw movies, and we only performed tracking on images with approximately ten molecules per frame. We did not threshold data used to quantify the fraction of bound molecules nor to the estimation of the Survival Probability.

Once computed the MSD, we extrapolated what we call the instantaneous diffusion coefficient (*D*_inst_) from each trajectory by fitting the MSD from point 2 to point 6. We followed the common approach of performing a linear fit, assuming a purely Brownian motion at the beginning of the MSD^68,71^.

Detailed statistics—See Supplementary Data 3 for the number of trajectories analyzed in each condition. For auxin-treated Sororin cells blocked in mitosis, we only performed 5 ms of acquisition because >80% of molecules are freely diffusing (Fig. 1), resulting in blurred signal when acquiring for 50 ms. Statistics related to *Extended* Fig. 1g: see Supplementary Data 3.

### Immunostaining

mESCs were grown on glass coverslips, fixed with 3% formaldehyde in 1× PBS for 10′ at room temperature. Permeabilization was carried out in 0.5% Triton followed by blocking with 1% bovine serum albumin diluted in 1× PBS (Gemini cat 700-110) for 15 min at room temperature. Primary antibody incubation was performed at room temperature for 45 min (Monoclonal ANTI-FLAG^®^ M2 antibody produced in mouse Millipore-Sigma F1804 at 1/250 dilution), followed by three 5-min washes in 1× PBS, secondary antibody incubation (AlexaFluor594 Goat anti-Mouse IgG Invitrogen A-11005 at 1/10,000 dilution), three 5-min washes in 1× PBS, counterstaining with DAPI, and mounting in 90% glycerol—0.1× PBS—0.1% p-phenylenediamine, pH 9. Images were acquired on a Zeiss spinning disk with 60× objective. In order to avoid loss of loosely attaching mitotic cells for the H3S10 immunostaining in Sororin-AID cells, cells were detached with TryplE, spun in culture medium, resuspended in PBS, and let to attach for 10 min in 1× PBS 25-μl droplets spotted onto 0.1% poly-l-lysine-coated coverslips. Cells were then processed as described above, except that the primary antibody used was Anti-H3S10Ph, rabbit polyclonal, Millipore 05-636.

### Fluorescent three-hybrid

BHK-LacO clone #2 (previously described^32,53^) was seeded in eight-well ibidi slides (cat. 80826) 16,000 cells per chamber. After about 24 h, the medium was changed, and transfection was carried out using lipofectamine 2000, with 150 ng of GFP nanobody–LacR, 150 ng of GFP plasmid, and 300 ng of mKate2 plasmid (Lipofectamine 3000 gave lower transfection efficiency). After 24 h, cells were washed once with 1× PBS and incubated for 10 min with 1× PBS containing 3% formaldehyde (Electron Microscopy Sciences), then rinsed three times with 1× PBS, incubated with 0.5% Triton X in 1× PBS for 5 min and 1 µg/ml DAPI, rinsed twice with 1× PBS, and left in 1× PBS for imaging. Typically, 20–40% of cells displayed green fluorescence at the LacO array.

Images were acquired as 3D stacks on a Zeiss spinning-disk microscope using 405-, 488-, and 561-nm excitation lasers with a 60× oil objective. Images were analyzed in imageJ with the JACoP plugin to calculate the Pearson correlation between red and green channels within a 12 × 12 × 8 X × Y × Z box manually placed on each GFP-positive LacO array. As recommended in the original F3H protocol^32^, cells that did not receive both plasmids were excluded by filtering out cells with low signal intensity in the red channel. Using different thresholds did not affect the conclusions. For the boxplots presented in Fig. 4 and extended Fig. 4, we used a threshold of 5000 for the red channel (and no threshold for the green channel), in reference to the data in the Source Data file. Boxplots show the results measured over at least 30 LacO arrays across at least two independent transfections carried on different days, typically.

### Flow cytometry

mESCs were dissociated with TryplE, resuspended in culture medium, spun, and resuspended in 4% FBS–PBS before live flow cytometry on a MACSQuant instrument (Miltenyibiotec). Dissociation, wash, and flow buffers were supplemented with auxin, when appropriate, to avoid re-expression of the CTCF–AID–eGFP fusion. Analysis was performed using the Flowjo sowftware.

### Western blots

mESCs were dissociated, resuspended in culture medium, pelleted, washed in PBS, pelleted again, and kept at −80 °C. In total, 15–20 million cells were used to prepare nuclear extracts. Cell pellets were resuspended in 10 mM HEPES, pH 7.9, 2.5 mM MgCl_2_, 0.25 M sucrose, 0.1% NP40, 1 mM DTT, and 1× HALT protease inhibitors (ThermoFisher) and swelled for 10 min on ice. After centrifugation at 500*g*, nuclei were resuspended on ice in 25 mM HEPES, pH 7.9, 1.5 mM MgCl_2_, 700 mM NaCl, 0.5 mM DTT, 0.1 mM EDTA, 20% glycerol, 1 mM DTT, and 250 U benzonase, and incubated on ice for 10 min. Insoluble materials were pelleted by centrifugation at 18,000*g* at 4 °C for 10 min, and the supernatant (nuclear extracts) was stored at −80 °C. Protein concentration from supernatants was measured using the Pierce Coomassie Plus assay kit (Thermofisher).

For CTCF Western blot in *Extended* Fig. 2, 40 µg of nuclear extracts were loaded per lane. Samples were mixed with Laemmli buffer and 2.5% beta-mercaptoethanol, then loaded onto a Bolt 4–12% Bis–Tris Plus gel (ThermoFisher). Gels were wet-transferred onto PVDF membranes in transfer buffer (25 mM Tris-Base, 192 mM Glycine, and 10% Methanol) for 3 h at 80 V. Membranes were blocked for 2 h with Odyssey blocking buffer (Li-Cor cat. 927-40000) and subsequently incubated with primary antibody overnight at 4 °C (1:1000 anti-CTCF C-terminus Millipore 61311 and 1:2000 anti-TBP Abcam ab51841) in Odyssey blocking buffer. Membranes were washed three times in TBT–0.1% Tween, 5–10 min per wash, and were incubated with secondary antibodies at room temperature for 1 h (1:10,000 HRP-anti-rabbit Cell Sig #7074 and 1:10,000 HRP-anti-mouse Cell Sig #7076). Blots were washed 3 times for 5–10 min in TBS–0.1% Tween. CTCF blot used Amersham ECL Prime Western Blotting Detection Reagent (GE RPN2236) and TBP blot used Amersham ECL Western Blotting Detection Kit (GE RPN2108) for HRP activation. Blots were then exposed onto X-ray films for different exposure times.

### Co-immunoprecipitation

mESCs were dissociated, resuspended in culture medium, pelleted, washed in PBS, pelleted again, and kept at −80 °C. In total, 15–20 million cells were used for protein extraction. Pellets were thawed on ice and lysed in 10 mM Tris at pH 7.9 at 4 °C, 1.5 mM MgCl_2_, 10 mM KCl, 0.2% IGEPAL CA-630, and 1× Halt protease inhibitors (Thermofisher 78429) by incubating for 15 min on ice. Nuclei were pelleted by centrifugation at 2500*g* for 5 min at 4 °C and resuspended in 100 μL of 20 mM Tris at pH 7.9 at 4 °C, 25% glycerol, 400 mM NaCl, 1.5 mM MgCl_2_, 10 mM EDTA, 250 U benzonase, and 1× Halt protease inhibitors, and incubated on an orbital shaker for 60 min at 4 °C. Insoluble materials. Insoluble materials were pelleted by centrifugation at 18,000*g* at 4 °C for 10 min, and the supernatant (nuclear extracts) was diluted to 200 mM NaCl final by adding 100 μL of 20 mM Tris at pH 7.9 at 4 °C, 25% glycerol, 1.5 mM MgCl_2_, 10 mM EDTA, and 1× Halt protease inhibitors. Protein concentration from supernatants was measured using the Pierce Coomassie Plus assay kit (Thermofisher) and the concentration was adjusted to 1 mg/mL. In all, 3% input was set aside, and 500 μg of nuclear extracts were used for immunoprecipitation by adding 4 μg of anti-SA1 antibody (Abcam ab4457) and incubating for 3 h by rotation at 4 C. In the meantime, 25 μL Protein G beads (ThermoFisher) were washed twice with the 200 mM NaCL IP buffer and blocked for 1 h by adding 0.5% BSA final (Gemini 700-100 P). After blocking, beads were rinsed twice in the 200 mM NaCL IP buffer, resuspended in 25 μL of IP buffer, and added to the lysates for 1 h at 4 °C under rotation. Beads were then collected on a magnetic stand, rinsed three times with 200 mL of NaCL IP buffer, resuspended in 100 μL in 100 NaCL IP buffer containing 1× Laemli buffer (Biorad 1610737), and incubated at 95 °C for 5 min. Beads were then collected and discarded, and eluates were loaded equally on four separate 4–12% acrylamide gels (Biorad). Proteins were transferred onto PVDF membranes using the iBlot system (Thermofisher) Program 0 for 8 min. Membranes were incubated at least 30 min with Odyssey blocking buffer (Li-Cor) prior to antibody incubation overnight at 4 °C (anti-FLAG: Sigma-Millipore F3165; anti-SA1: Abcam 4457; anti-RAD21: Abcam 992; anti-SA2: Abcam 4463, using 10 μg of antibody in 10 mL of blocking buffer). Membranes were washed 3 times for 5 min in 1× PBS–0.1% Tween-20 at room temperature, incubated with secondary antibodies (Goat Anti-Rabbit 680RD and Donkey Anti-Mouse 800CW (Li-Cor), 1:10,000) in Odyssey blocking buffer with 0.1% Tween-20 and 0.01% SDS for 1 h at room temperature, washed 3 times, and analyzed on a Li-Cor imaging system. Panels were mounted using ImageJ preserving linearity.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

## Data Availability

The data that support this study are available from the corresponding authors upon reasonable request. Sequencing data presented in Figs. 2, 3, and 5 are available on Gene Expression Omnibus GEO GSE156868. We used the following publicly available datasets: GEO GSE98671, UniProtKB Q61164. Source data are provided with this paper

## Source data

Source Data

# Supplementary material for: Molecular basis of CTCF binding polarity in genome folding
**Source:** Nat Commun. 2020 Nov 5;11:5612. doi: 10.1038/s41467-020-19283-x
**Supplement:** Supplementary file 1 — Supplementary Information

## **Molecular basis of CTCF binding polarity in genome folding**

Elphège P. Nora, Laura Caccianini, Geoffrey Fudenberg et al. 2020 Nature Communications

### **Supplementary information**

Supplementary Fig. 1: Supporting information regarding RAD21 single molecule tracking in live cells

Supplementary Fig. 2: Supporting information regarding the CTCF complementation system

Supplementary Fig. 3: C(577-614) appears dispensable for connecting CTCF and cohesin functionally

Supplementary Fig. 4: Supporting data on the PDS5A-CTCF association

Supplementary Fig. 5: Hi-C analysis of CTCF truncations

Supplementary Fig. 6: Summary model for cohesin behavior after N- versus C-terminal encounters of CTCF

Supplementary Fig. 7: Rad21 is enriched at CTCF binding sites in Drosophila cells

Supplementary Fig. 8: Uncropped Western blots and flow-cytometry gating strategy.

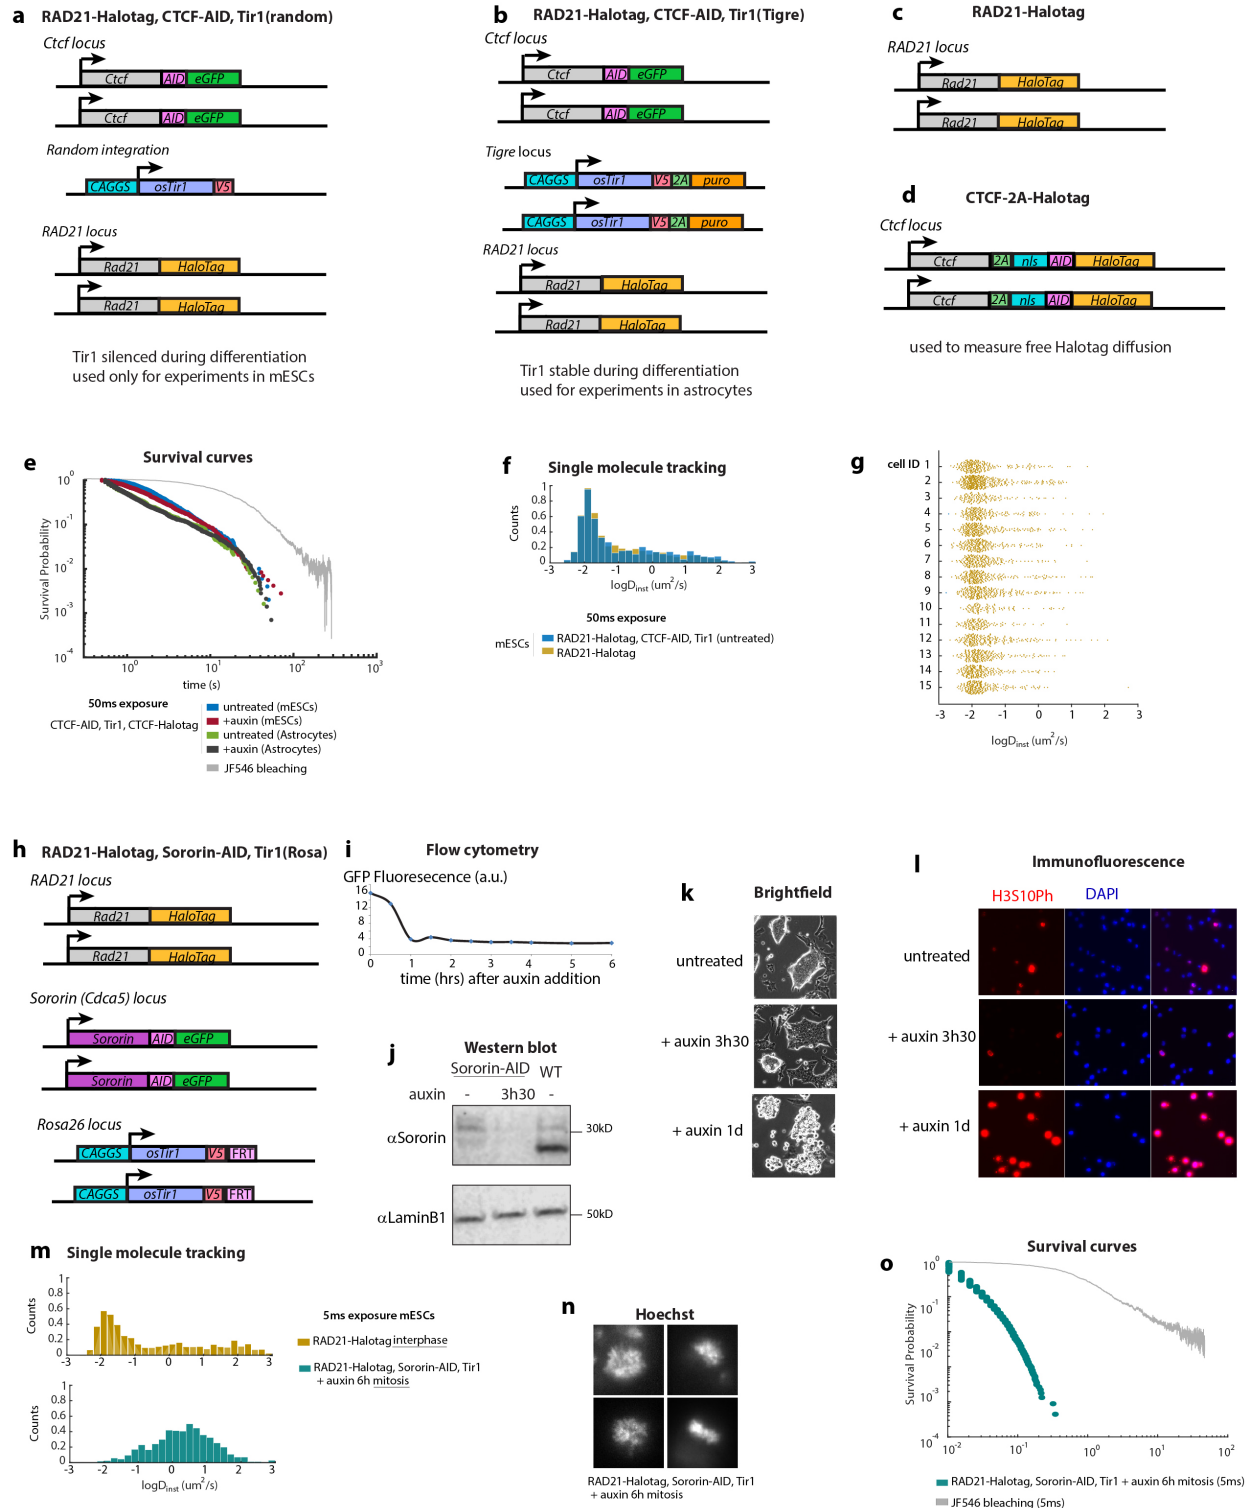

**Supplementary Fig. 1: Supporting information regarding RAD21 single molecule tracking in live cells**

**a - d**, detailed genotype of the Halotag cells used for live cell single molecule imaging.

**e**, survival curves estimated by combining and rescaling data acquired at 5, 50 and 500ms in CTCF-AID, RAD21-Halotag mESCs. Survival Probability computed from data acquired with continuous imaging at

50ms exposure. Statistics: mESC untreated: 507 trajectories; mESC +auxin: 731 trajectories; astrocytes untreated: 628 trajectories; astrocytes +auxin: 1090 trajectories N = 15 cells per condition.

**f**, Similar distribution of RAD21-Halotag diffusion coefficient in cells with or without CTCF-AID

**g**, RAD21-Halotag single mESCs display similar Diffusion coefficients

**h**, detailed genotype of the SORORIN-AID-eGFP, Tir1, RAD21-Halotag cells

**i**, depletion kinetics of SORORIN-AID after auxin addition using flow cytometry for GFP in mESCs

**j**, Western blot indicating destabilization of SORORIN after addition of the AID tag and complete disappearance after auxin treatment. Experiment performed once.

**k**, brightfield imaging of live SORORIN-AID-eGFP mESCs illustrating the accumulation of round refringent mitotic cells after incubation with auxin for 1 day (doubling time of parental cells = 12-14hrs). Mitotic block was systematically observed across experiments.

**l**, H3S10 immunofluorescence confirming the accumulation of mitotic cells after auxin treatment of SORORIN-AID cells. Experiment performed once.

**m**, rapid diffusion coefficients observed mitotic cells

**n**, examples of the mitotic figures in cells analyzed

**o**, RAD21-Halotag binding events detected in mitotic cells have very short survival time.

Source data are provided as a Source Data file

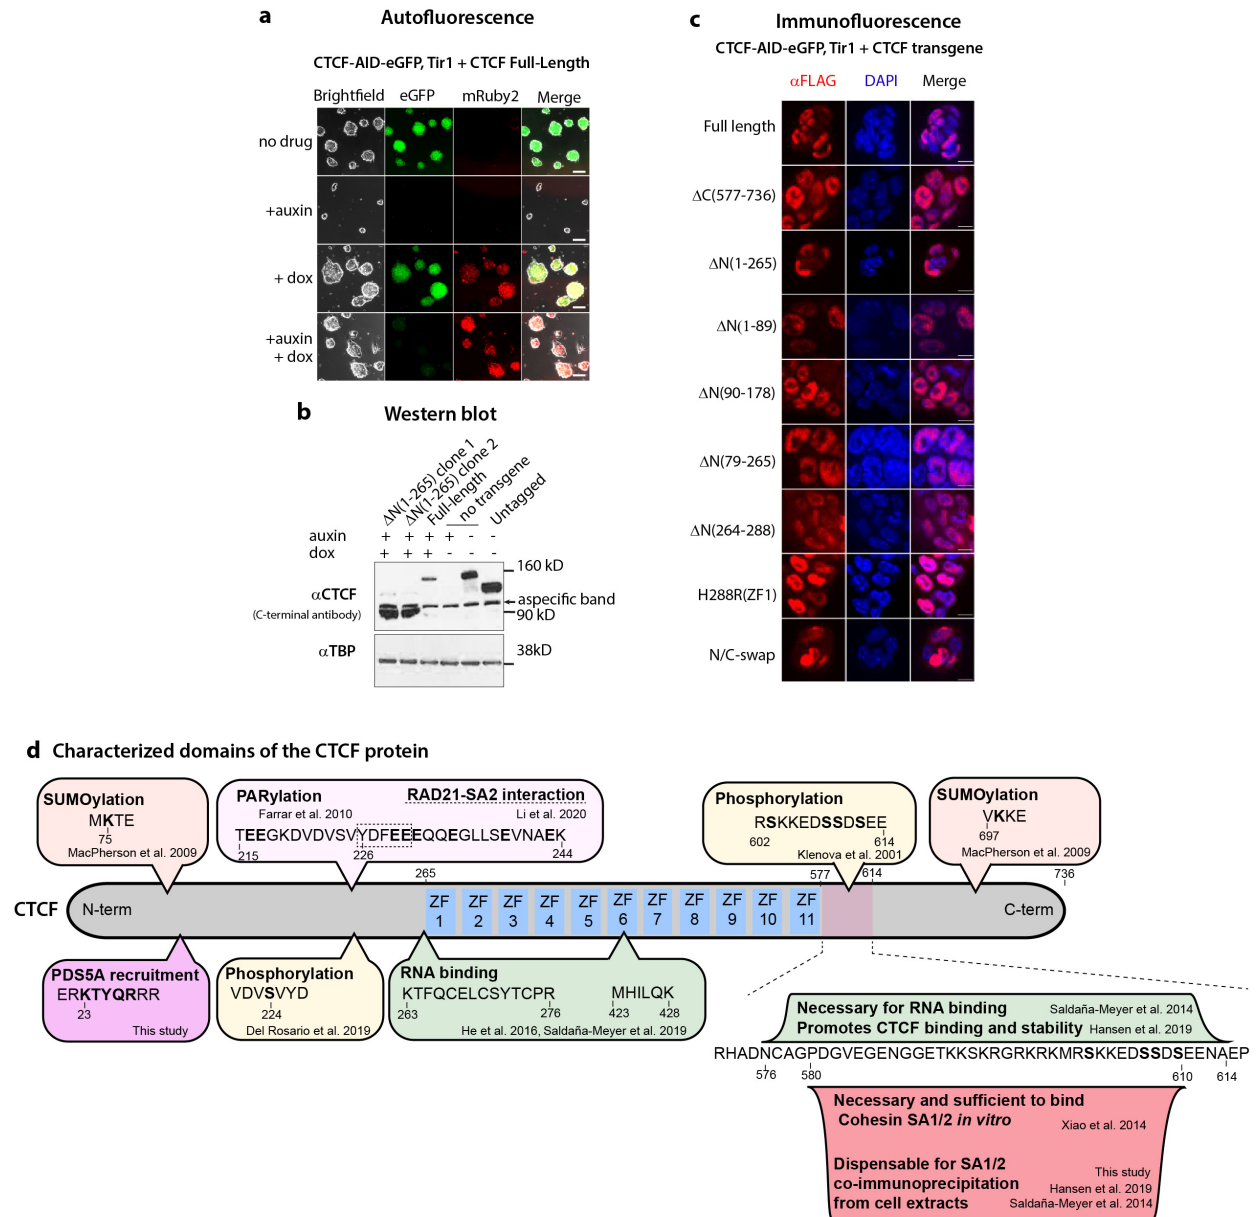

**Supplementary Fig. 2: Supporting information regarding the CTCF complementation system**

**a**, Brightfield images of live complemented mESCs after 4 days of treatment. scale bar = 100μm.

**b**, Western blot with a C-terminal antibody after 2 days of treatment (Milipore 07-729) confirming slightly higher expression of the CTCF Δ(1-265)

**c**, all CTCF truncation analyzed displayed nuclear localization using Immunofluorescence against the FLAG tag after 2 days of treatment.

**d**, schematic depiction of known functional and post-translationally modified sites in CTCF. Amino-acid numbers refer to the mouse protein. When information was only available in humans, orthologous amino-acids are reported on the figure.

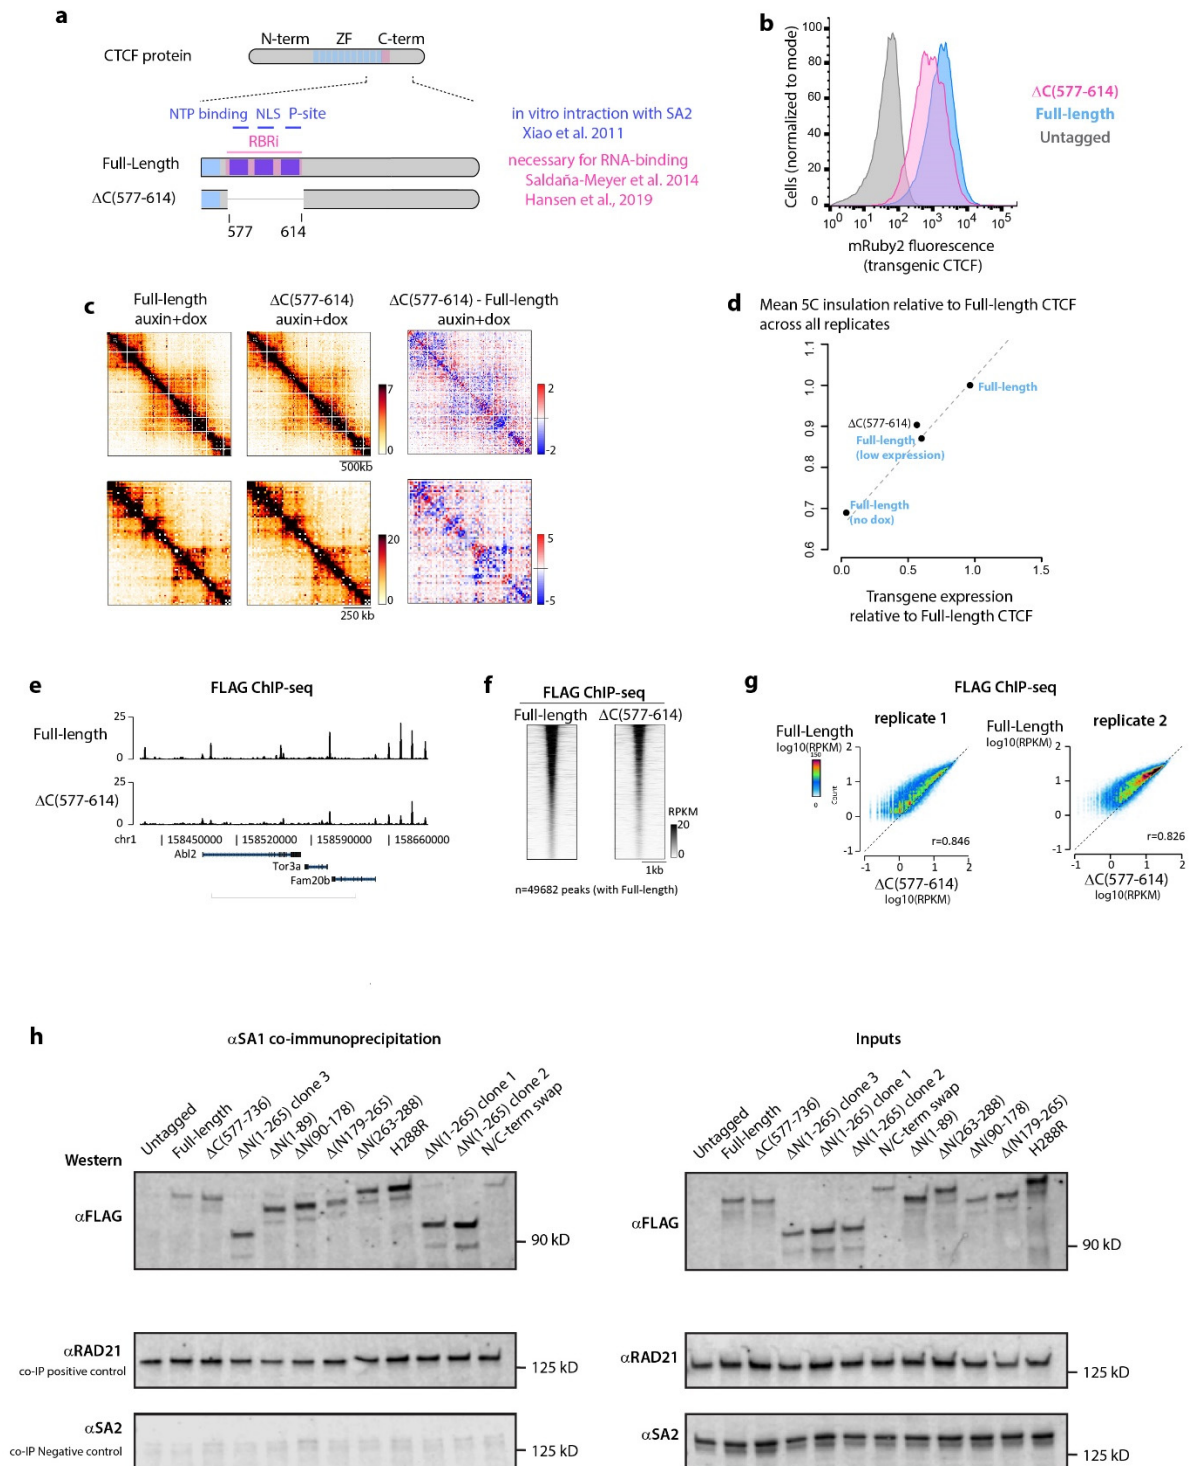

**Supplementary Fig. 3: C(577-614) appears dispensable for connecting CTCF and cohesin functionally**

**a**, schematic depiction of the position of the Xiao et al. 2011 cohesin SA interaction domain and C-terminal RNA binding region (RBR<sub>i</sub>).

**b**, flow cytometry illustrating lower expression level of the ΔC(577-614) transgenic CTCF

**c**, 5C snapshots in  $\Delta C(577-614)$  binned at 15kb.

**d**, excerpt of Figure 2b displaying only the  $\Delta C(577-614)$  mutant.

**e-g**,  $\Delta C(577-614)$  displays lower overall binding to DNA by ChIP-seq than control full-length CTCF with higher transgene expression

**h**, SA1 immunoprecipitation followed by FLAG, RAD21 (positive control) or SA2 (negative control)

Western blot in various CTCF truncations, after a 4-day treatment of auxin + doxycycline. Experiment performed once with all mutants.

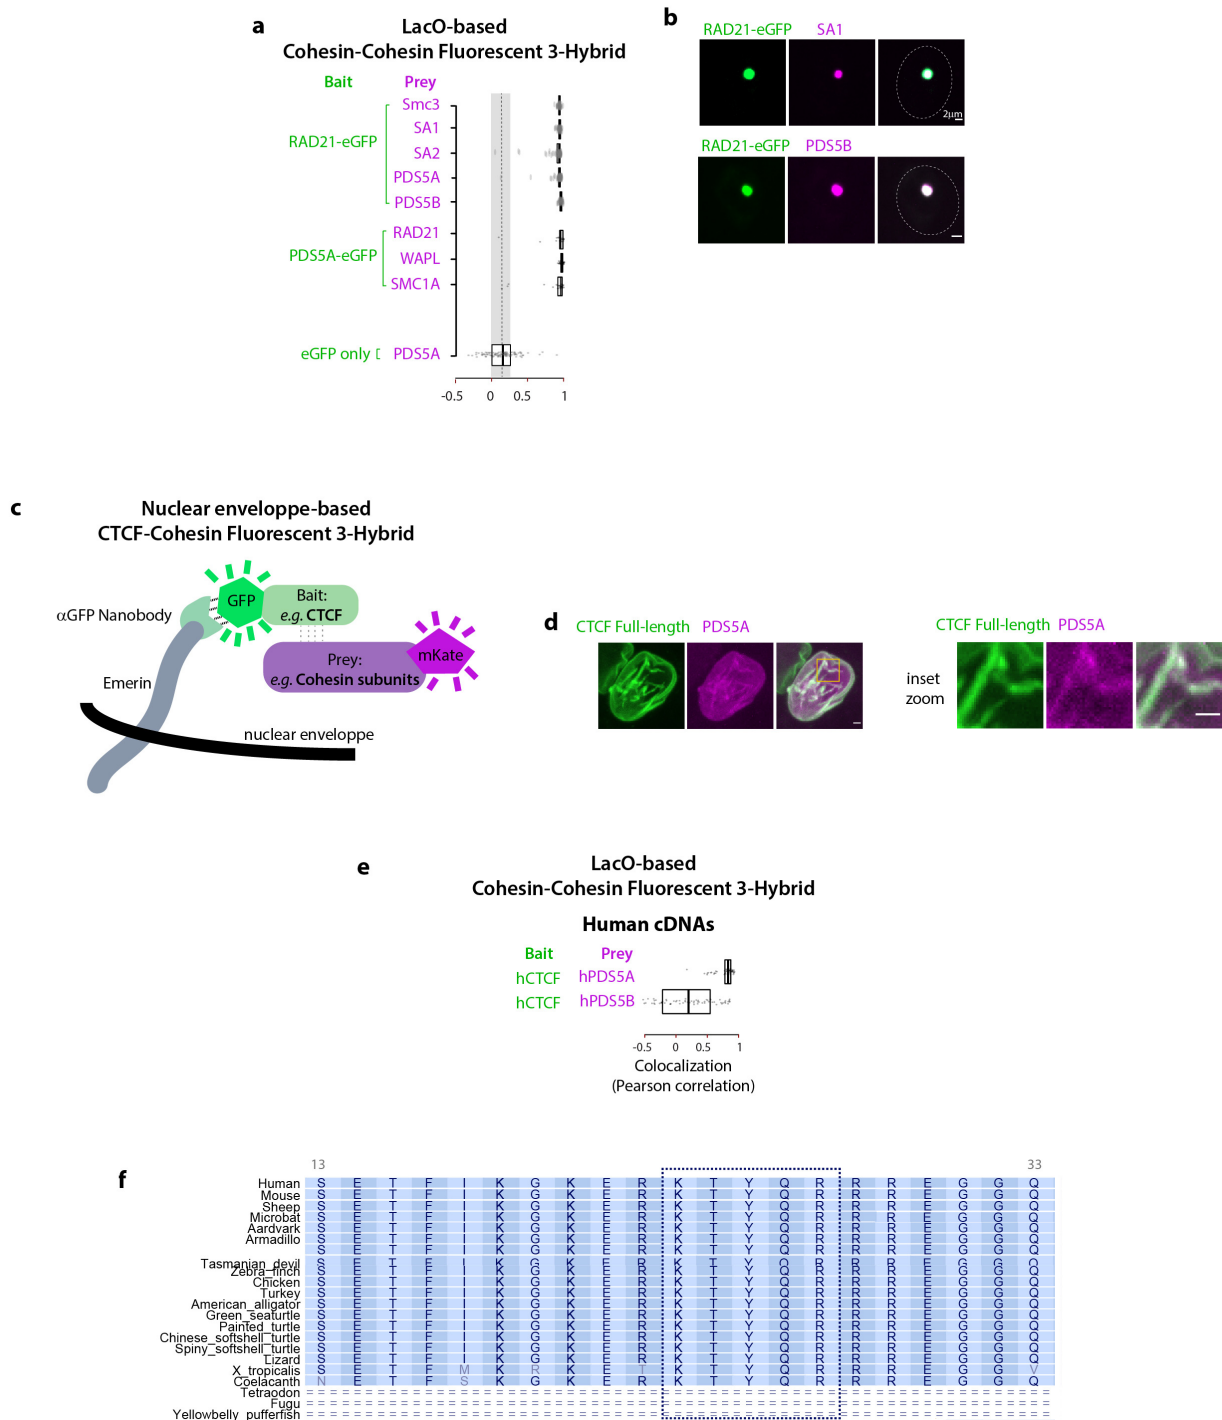

**Supplementary Fig. 4: Supporting data on the PDS5A-CTCF association**

**a**, Positive controls for the Fluorescent three-hybrid, demonstrating that all the cohesin-mKate fusions can be recruited by known interactors (other cohesin subunits). Note that colocalization scores between cohesin subunits are significantly higher than for CTCF-eGFP and PDS5A-mRuby as shown in figure 3.

**b**, examples of fixed cell images.

**c**, schematic of the F3H at the nuclear envelope using Emerin as a tether.

**d**, examples of fixed cell images illustrating that CTCF can recruit PDS5A even when tethered to the Emerin protein instead of the LacO DNA. Experiment performed twice with similar observation.

**e**, F3H using human cDNAs showing confirming that CTCF recruits more efficiently PDS5A than PDS5B. Boxplots indicate first and third quartile and median.

**f**, Evolutionary alignment of mouse CTCF 13-33 protein sequence. Box: KTYQR motif necessary for PDS5A recruitment and homologous to the PDS5-interacting domain of WAPL, SORORIN and HASPIN.

Source data are provided as a Source Data file

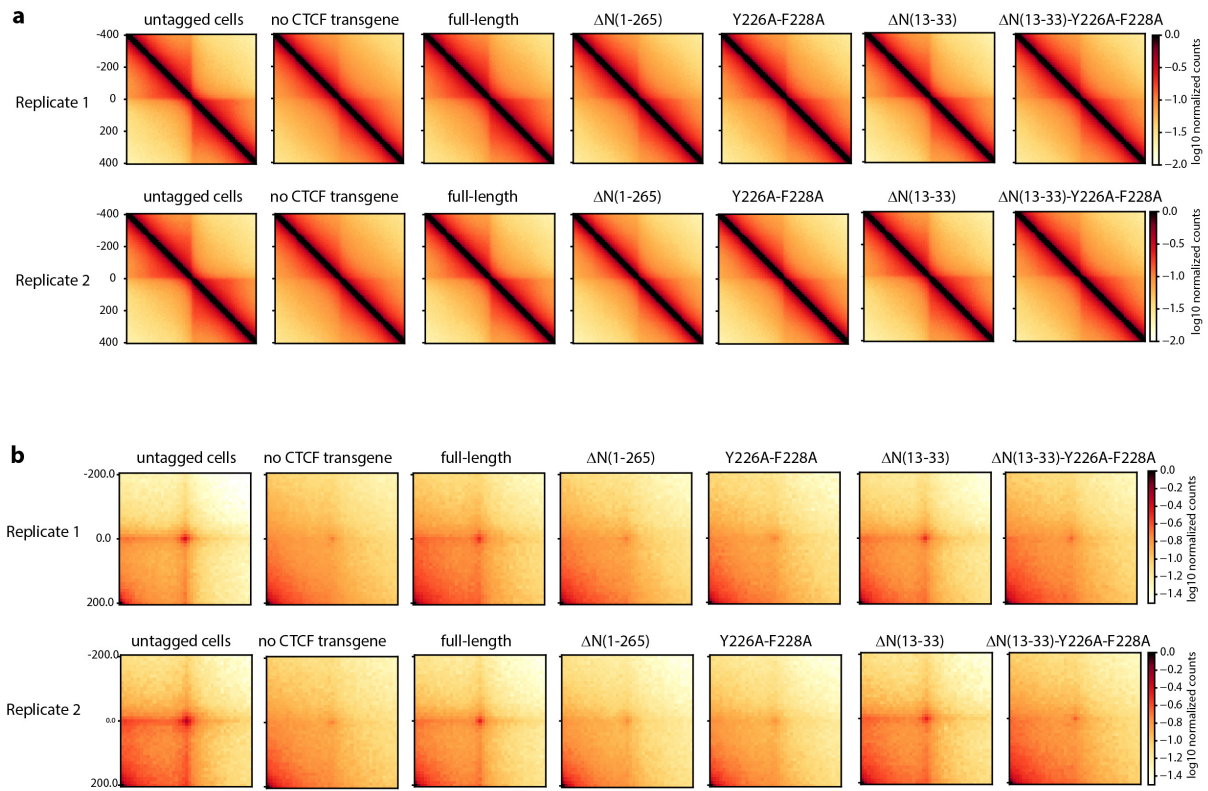

**Supplementary Fig. 5: Hi-C analysis of CTCF truncations**

**a**, meta-TAD analysis for each replicate separately as presented in Fig.5b

**b**, meta-peak analysis for each replicate separately as presented in Fig.5c

## N-terminal encounter

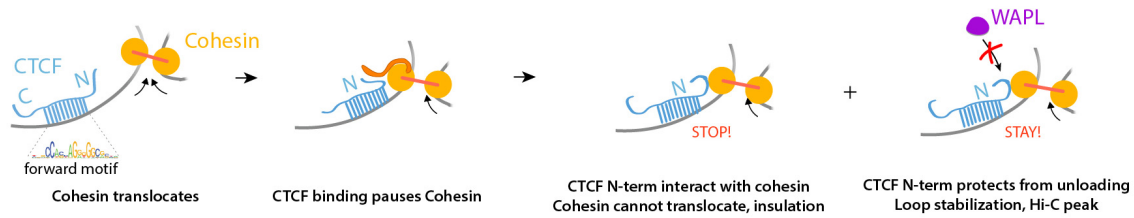

## C-terminal encounter

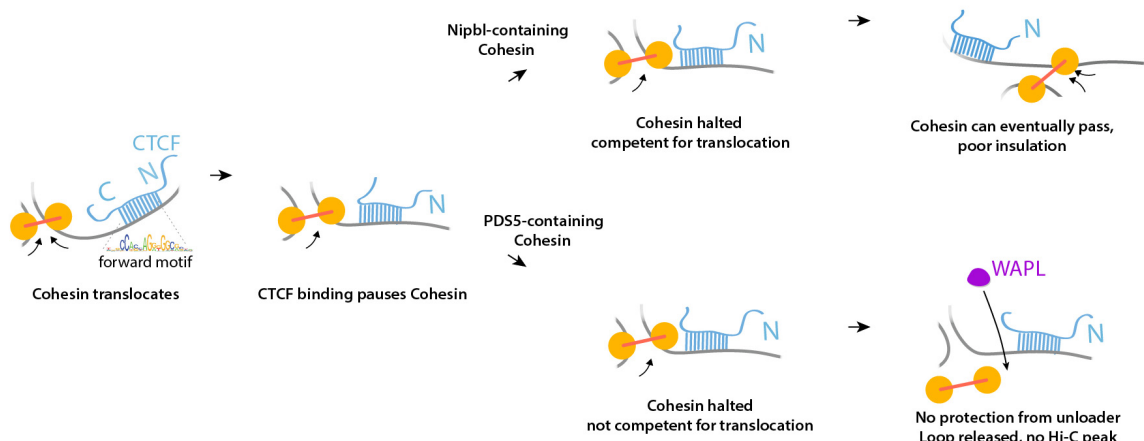

**Supplementary Fig. 6: Summary model for cohesin behavior after N- versus C-terminal encounters of CTCF**

**N-terminal encounter:** Upon deleting the N-terminus of CTCF, cohesin occupancy is diminished but still detectable, indicating that cohesin still pauses upon encountering bound CTCF sites. Loss of cohesin occupancy can be attributed to both decreased ability of truncated CTCF to block cohesin (leading to insulation defects), as well as decreased ability of truncated CTCF to protect halted cohesin from unloading (leading to loss of the DNA loop). **C-terminal encounter:** A similar sequence of events occurs when cohesin encounters normal CTCF from the C-terminal side or N-terminus truncated CTCF from either side: CTCF binding pauses cohesin, and resolution of that pause would depend on whether NIPBL or PDS5 remains bound to cohesin, given these two co-factors bind exclusively to cohesin<sup>36</sup> but in a dynamic fashion (at least for NIPBL)<sup>54</sup>. NIPBL-containing complexes remain competent for translocation and would eventually pass, with no or poor insulation detected by 5C. PDS5-containing complexes, although not competent for translocation, can be recognized by Wapl for unloading and would therefore ultimately release the DNA loop since the CTCF N-terminus cannot protect them.

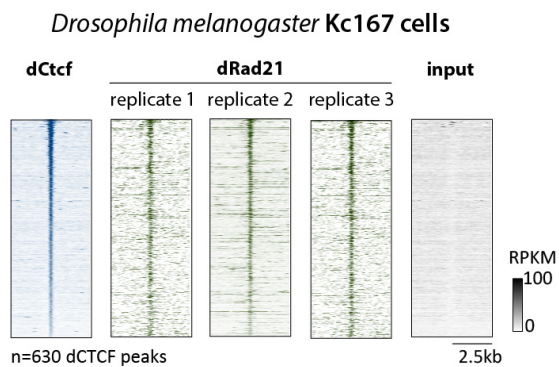

**Supplementary Fig. 7: Rad21 is enriched at CTCF binding sites in *Drosophila* cells**

Density plots of CTCF and Rad21 ChIP-seq signal centered at CTCF peaks in *Drosophila* Kc167 cells<sup>45</sup>.

**a** Supplementary figure 1

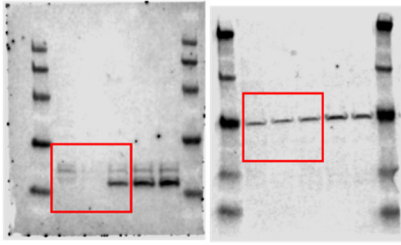

**Supplementary figure 2**

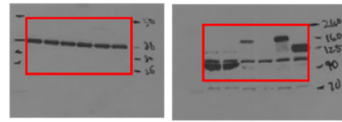

**Supplementary figure 3**

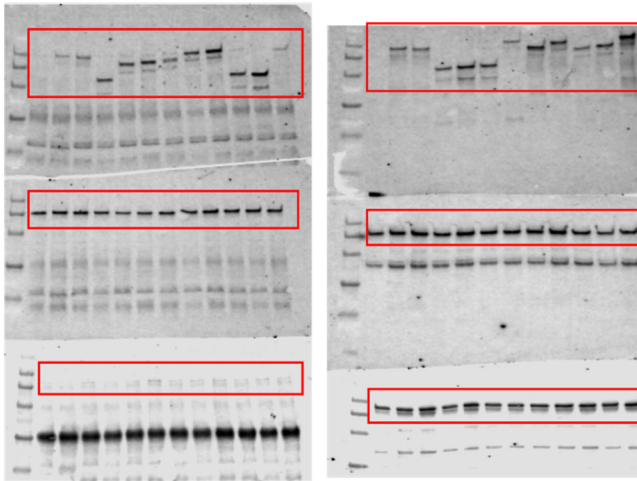

**b** WT untagged cells untreated

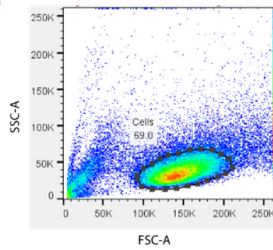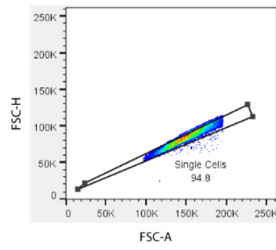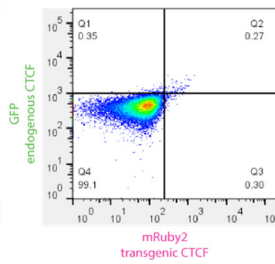

**CTCF-AID-eGFP, Tir1, TetO-CTCF(Full-length)**

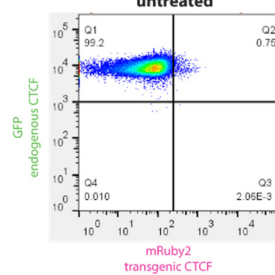

**auxin + doxycycline 4 days**

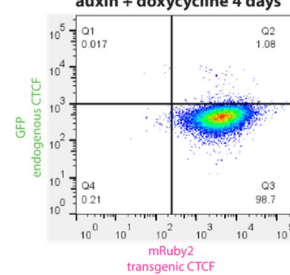

**Supplementary Fig. 8:**

**a**, Uncropped Western blots

**b**, Flow-cytometry gating strategy

# Supplementary material for: Molecular basis of CTCF binding polarity in genome folding
**Source:** Nat Commun. 2020 Nov 5;11:5612. doi: 10.1038/s41467-020-19283-x
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Sequencing data was collected on an illumina Next seq instrument with built in proprietary softwares.

Data analysis Analytical softwares used in this paper are cited in the Online Methods section.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All sequencing data is publicly available on GEO under accession GSE156868

We used the following publicly available datasets: GEO GSE98671 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE98671>), UniProtKB Q61164 (<https://www.uniprot.org/uniprot/Q61164>)

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences      ☐ Behavioural & social sciences      ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | sample size was not predetermined. At least two biological replicates for each experiments, and 5C and Hi-C in particular was chosen based on common standards of the field. |
| Data exclusions | no data was excluded                                                                                                                                                         |
| Replication     | all experiments were performed in at least two biological replicates. all attempts were successful.                                                                          |
| Randomization   | no randomization was performed                                                                                                                                               |
| Blinding        | investigators were not blinded                                                                                                                                               |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-FLAG: Sigma-Millipore F3165 and F1804<br>AlexaFluor594 Goat anti-Mouse IgG Invitrogen A--11005<br>Anti-H3S10Ph, rabbit polyclonal Millipore 05-636<br>anti-TBP Abcam ab51841<br>anti-CTCF C-terminus Millipore 61311<br>HRP-anti-mouse Cell Sig #7076<br>HRP-anti-rabbit Cell Sig #7074<br>anti-SA1 antibody (Abcam ab4457)<br>anti-SA2: Abcam 4463<br>Goat Anti-Rabbit 680RD Li-Cor<br>Donkey Anti-Mouse 800CW Li-Cor<br>RAD21 abcam ab992<br>anti-H2Av spike in antibody Active motif 61686 |
| Validation      | antibodies validation on manufacturer's website.<br><br>validation of primary antibodies:<br>The use of the anti-FLAG: Sigma-Millipore F3165 and F1804 for ChIP-seq was validate by observing that the FLAG-CTCF ChIP-seq profile was highly similar to published CTCF ChIP-seq<br>AlexaFluor594 Goat anti-Mouse IgG Invitrogen A--11005<br>The use of the Anti-H3S10Ph, rabbit polyclonal Millipore 05-636 for immunofluorescence was validated by observing expected                             |

nuclear staining pattern in WT cells

The use of the anti-TBP Abcam ab51841 for western blot was validated by observing expected molecular weight on western blots  
The use of the anti-CTCF C-terminus Millipore 61311 for western blot was validated by observing expected molecular weight on western blots

The use of the anti-SA1 antibody (Abcam ab4457) or western blot was validated by observing expected molecular weight on western blots

The use of the anti-SA2: Abcam 4463 or western blot was validated by observing expected molecular weight on western blots

The use of the RAD21 abcam ab992 for ChIP-seq was validated by observing a largely overlapping profile with that of published CTCF ChIP-seq

The use of the anti-H2Av spike in antibody Active motif 61686 for ChIP-seq was validated by observing a largely overlapping profile with that of published H2av ChIP-seq on the drosophila genome (spike in chromatin)

## Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

E14 mouse ES cells and derived edited clones as described in the methods section  
BHK LacO clones#2 cells initially described in Tsukamoto et al 2000 Nat Cell Biol and kindly provided by Dr. Pierre-Antoine Defossez.  
S2 Schneider's Drosophila Line 2 [D. Mel. (2), SL2] ATCC CRL-1963

Authentication

E14 cells were not authenticated for this study.  
BHK cells were authenticated by the detection of the LacO array as described in the method sections  
The S2 cells were obtained directly from ATCC but not authenticated for this study

Mycoplasma contamination

cells were tested quarterly for mycoplasma and were negative

Commonly misidentified lines  
(See [ICLAC](#) register)

no commonly misidentified cell lines were used in the study.

## ChIP-seq

### Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

*May remain private before publication.*

GEO GSE156868

Files in database submission

see dataset listed in supplementary table

Genome browser session  
(e.g. [UCSC](#))

no longer applicable

### Methodology

Replicates

see dataset listed in supplementary table

Sequencing depth

see dataset listed in supplementary table

Antibodies

anti-FLAG: Sigma-Millipore F3165 and F1804  
RAD21 abcam ab992  
anti-H2Av spike in antibody Active motif 61686  
lot number not available

Peak calling parameters

peaks were called using matched inputs as identified in the supplementary Table

Data quality

NA. The RAD21 ChIP-seq analysis involved computing the number of ChIP-seq counts over published CTCF ChIP-seq peaks. We did not compute RAD21 ChIP-seq peaks.

Software

Fastq files were trimmed using the fastq-mcf program, aligned to the mm9 reference genome with bowtie2 (Langmead and Salzberg, 2012). Reads with a mapq score of 30 or greater were retained, using Samtools. Chip-seq peaks were called on each replicate individually using all available reads. For peak calling we followed the guidelines described in (Thomas et al., 2016). For CTCF, which display focal enrichment, we used the Genome-wide Event finding and Motif discovery (GEM) method (Guo et al., 2012). The consensus peak list was obtained by retaining peaks that overlapped for at least 1bp between biological replicates.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

mESCs were dissociated with TrypLE, resuspended in culture medium, spun, and resuspended in 4% FBS-PBS before live flow cytometry

Instrument

MACSQuant instrument (Miltenyibiotec).

Software

Flowjo software.

Cell population abundance

no sorting was performed

Gating strategy

gating strategy is outlined in detailed in the supplementary figure.

- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Molecular basis of CTCF binding polarity in genome folding
**Source:** Nat Commun. 2020 Nov 5;11:5612. doi: 10.1038/s41467-020-19283-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File name: Supplementary Data 1

Description: Cell Lines and Vectors

File name: Supplementary Data 2

Description: Sequencing statistics

File name: Supplementary Data 3

Description: Single molecule imaging statistics

How the deposited data were processed for this re-analysis (not part of the article)

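The data comprise 91 libraries of chromosome-conformation capture carbon copy (5C) from mouse embryonic stem cells and 1 list of FLAG–CTCF peaks. Of the 5C libraries, those of transgene lines came from cells treated for 4 days with auxin and doxycycline (dox), or with auxin alone, and those with deletions in endogenous CTCF came from untreated cells. Hi–C, ChIP-seq coverage, flow cytometry and imaging are not among the data analysed here.

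The authors mapped 5C reads to primer pairs in mm9 coordinates and deposited a raw count for each pair of a forward and a reverse primer, without normalization. As deposited, the signal of the second kind of matrix is the count after the authors' iterative correction at the fragment level, with poorly covered primers left out. In 78 libraries the corrected matrix is symmetric and sums to 1000000, and in 13 it holds forward against reverse primers and sums to between 94.8% and 97.6% of the raw total. The authors called FLAG–CTCF peaks in mm9 in cells treated with auxin and dox, kept those found in both of their libraries and removed blacklisted regions, and the list gives coordinates without a score.

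The count matrices of 9 libraries stop before their last forward primer and were left out of every step that starts from counts. Over the other 82 libraries the totals ranged from 3631870 to 23419010 counts, with a median of 11971070. Of these, 35 equal the number of reads in Supplementary Data 2, 45 lie within 0.1% of it and 2 differ by more. No pair of libraries shared more than 6.03% of equal counts among nonzero primer pairs, which was checked to exclude duplicated files. All 82 libraries were also thinned to 3631870 counts to see what the lowest depth allows. The mean insulation of a library then moved by at most 0.023, and 20 of 21 comparisons stayed on the same side of the threshold.

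Corrected values were averaged over primer pairs in 20-kb bins, after primers with only zeros had been taken as no data, and the first 2 diagonals were filled with the mean of the second. Insulation is minus log2 of the mean contact in a square of 100 kb across the bin, divided by the mean over the squares of all bins, with at least 50% of the bin pairs of a square measured. Of 230 bins in the grid, 193 have a score. The 6 bins that the paper lists as boundaries were averaged for each library, and the mean of a line was divided by that of the full-length line or of the parental line. Contacts between bins that both hold a peak were taken as log2 of observed over expected (the mean at the same distance in that library) from 100 to 1000 kb, over 344 bin pairs. Of their values, 1.27% were 0 and were left out of the mean of the logarithms, a choice made after the data had been seen.

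Libraries were grouped by cell line and treatment. The 14 libraries of the full-length line with high expression served as reference for all transgene lines. One ΔC(577–614) library carries the name of another mutant in its label and was grouped by cell line. The labels of the sumoylation-deficient lines also name a C-terminal deletion. Tests were two-sided exact permutation tests of the difference in means, or permutation tests with 100000 resamples (seed 11) where both groups held at least 10 libraries. Each family of comparisons was adjusted by the Benjamini-Hochberg method, with a call at an adjusted p under 0.05. Peaks in boundary bins were tested with Fisher's exact test. Without adjustment for expression, none of these tests separates a change in function from a change in the amount of protein. Libraries and not clones were permuted, so the tests do not separate an effect of a mutation from a difference between clones either.

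Whether equal replicate numbers pair libraries was checked once, by correlating the deviations of insulation profiles from their group mean, between libraries with equal and with unequal numbers (each pair with equal numbers needed a correlation over 0.1). In the transgene lines, equal numbers fell short of this or, for ΔN(13–33) clone 2 (0.195 to 0.461), did not exceed unequal numbers (up to 0.456) throughout. None of the pairs checked shared a run of consecutive library numbers, so they were not treated as pairs. Full-length numbers 3 and 4 are used more than once and were left out of this check. Some of those libraries share a run with replicates 3 and 4 of both ΔN(13–33) clones, and whether these pair was not checked. In CTCF–AID parental cells and clones every pair passed (0.233 to 0.606), as in untagged clone 2 (0.130 to 0.444) but not clone 1 (0.0757 to 0.241). All of these pairs coincide with runs of consecutive library numbers, so the runs were used as blocks.

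Alternatives were other forms of the score (the ratio of contacts within to contacts across the boundary, and its log2), a 200-kb window, median bins, own iterative correction of the counts with 200 rounds, raw counts scaled to 1000000, 4 boundaries, blocks by run of library numbers or by replicate number, and each library left out in turn. For peak contacts they were a peak within 1 bin, distances of 200 to 600 kb, raw counts and blocks. In the within/across forms the contacts within include the filled diagonals, so most of their bin pairs hold a single value per library. Values without a test were called moved when they changed by more than the pooled SD of the groups compared, and pooling was chosen after the data had been seen, since groups of 2 libraries give unstable SDs. The sites named are the 6 boundaries, the peaks nearest to them and the genes they overlap, and no gene was chosen by its values. The bins directly upstream of boundaries were singled out after the profile had been seen. The 5 bins around boundary 4 were then tested between ΔN(1–265) and full-length with the same permutation test, adjusted over the 5. The endogenous deletion was then tested in the same way at each boundary in both backgrounds, adjusted over the 12 comparisons.

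The method was tested on simulated data with 4 libraries per condition. It recovered 83.9% to 89.4% of a simulated loss of insulation, and 95.3% to 102% of the loss in the same counts without sampling noise. The permutation test was also run on independent normal values without a change, in 4000 comparisons per pair of group sizes. In these, p was below 0.05 in 2.85% with groups of 2 and 14 and in 5% with groups of 4 and 14. Such values hold no differences between runs or clones, so they do not give the rate of false calls in these data. Computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.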

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

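Ratios to full-length with raw counts or within the same run were alternatives set before the data were examined. All other tests in this part were chosen only after the result was seen. What those at equal depth would show was written down before their outcome was computed. Samples far from the others were sought in 28 checks, each of a measure within a group of libraries, of which 2 passed the limit. Chance alone gives about 1 in 20 checks, but the checks share libraries and are not independent. Differences between groups were sought in 7 pairs of effects, of which 5 were tested, and none passed after adjustment over the 5.

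One ΔN(1–265) library, clone 1 replicate 6, lay far below the other 9 at boundary 1, with a score of −0.36 where the next lowest was −0.24. Its gap to that library is 0.626 of the range of the group, above Dixon's 95% limit for 10 samples (0.47). With all libraries thinned to the same depth the share was 0.512, still above the limit, which argues against depth. In the raw counts, without correction, it was 0.259 and below the limit. The distance thus depends on the correction, which may have made it or uncovered it. A mislabelled library and the preparation of this library were not tested. The design gives the other replicates of this clone the same condition, so no biological explanation was tested. With a mean of 0.49 over the 6 boundaries, the library was the highest of its clone.

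One library of untreated CTCF–AID cells with the endogenous N(13–33) deletion, clone 2 replicate 3, held 7035451 counts, where the other 3 of its group held 11905533 or more. Its gap is 0.8292 of the range, which passes the same limit for 4 samples by less than 0.001. Among the 16 other libraries in its run of library numbers the lowest total was 6543148, so a total as low is not unusual for the run. The mean insulation of this library was 0.73, and 0.74 at equal depth. At boundary 4 it scored 1.17, where the other 3 scored 1.44 to 1.75. At boundary 2 it scored 0.90, where they scored 0.72 to 0.75. Of its primer pairs 70.7% were at 0, against 39.6% to 50.5% in the other 3. No biological explanation was tested.

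Insulation was lower in ΔN(1–265) clone 1 than in clone 2 by a difference of −0.027 (p = 0.0476, two-sided exact permutation test of 6 against 4 libraries), which did not pass adjustment over the 5 differences tested (adjusted p = 0.138). At equal depth the difference was −0.032, where the spread between replicates was 0.017, so depth does not account for it. Within runs of library numbers the mean difference was −0.029, with a spread of 0.014 (p = 0.0556, exact permutation over 36 relabellings), which argues against the run of library numbers as its whole cause. The paper describes the transgenes as knocked in at the Tigre locus, and their expression, measured by flow cytometry, is not among the data analysed here. A difference in expression between the clones may still underlie the lower insulation of clone 1, as an untested explanation.

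Insulation of ΔN(1–31) clone 1 lay above and that of clone 2 below the full-length mean in both libraries of each, a difference of 0.13 between the clones. This difference was not tested against a threshold, since 2 libraries against 2 give no p below 0.333 (exact permutation). At equal depth clone 1 had 1.249 times the insulation of clone 2, with 1.09 for clone 1 and 0.869 for clone 2 against full-length. Against the full-length libraries of the same run, clone 1 had a ratio of 1.10 and clone 2 of 0.88. Depth and the run of library numbers thus leave the 2 clones on opposite sides. With raw counts, without iterative correction, clone 1 fell below full-length (0.921), so the opposite sides depend on the correction, and its part in the difference stays open. Whether they differ in expression stays open and may explain the difference, but was not tested.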

How the results depend on the processing

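The alternatives were set before the data were examined, apart from those named as chosen after seeing the data. Values below are ratios of insulation, to full-length or to the parental line unless another line is named. Values without a test able to reach the threshold count as stayed unless they moved by more than the pooled SD, and ratios of single endogenous clones crossed 1 in this way in several settings. Unless a cause is named, the cause was not tested. Where own correction or raw counts gave no value, as for the parylation- and sumoylation-deficient mutants, the count matrices stop early. The alternative with peaks of a higher score was not run, since the list holds no score.

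The form of the score changed the most results. With the within/across ratio, 11 of 33 results kept their direction and their side of the threshold. No longer called were no dox (0.841), low expression (0.958), ΔN(1–265) clone 1 (0.98), ΔN(1–265) clone 2 (0.993), ΔN(1–89) (0.911), ΔN(179–265) (0.821), ΔN(264–288) (0.872), H288R (0.943), swap of the termini (0.915), ΔN(1–31) clone 2 (0.956), Y226A/F228A (0.919), ΔN(1–265) over no dox (1.17) and Y226A/F228A over ΔN(1–265) (0.933). For ΔN(1–265) over no dox, p stayed at the smallest possible and only the adjustment ended the call. The direction reversed, without a call, for parylation deficient (1.03), sumoylation deficient #2 (0.997), ΔN(13–33) clone 1 (1.06), ΔN(13–33) with Y226A/F228A (1.01) and endogenous ΔN(13–33) untagged both clones (1.02). Values without a test moved for ΔC(577–736) (0.736), endogenous ΔN(13–33) untagged clone 1 (1.01) and endogenous ΔN(13–33) CTCF–AID clone 2 (1.09), and ΔN(1–265) was called lower at 2 boundaries in place of 4. With the log2 of that ratio, 15 of 33 results stayed. No longer called were no dox (0.914), low expression (0.985), ΔN(1–265) clone 1 (0.98), ΔN(1–265) clone 2 (0.988), ΔN(1–89) (0.962), ΔN(179–265) (0.897), ΔN(264–288) (0.935), H288R (0.971), swap of the termini (0.958), ΔN(1–31) clone 2 (0.985), Y226A/F228A (0.946) and ΔN(13–33) with Y226A/F228A (0.992). Reversed without a call were parylation deficient (1.01), ΔN(13–33) clone 1 (1.03) and endogenous ΔN(13–33) untagged both clones (1.01), and moved were ΔC(577–736) (0.858) and endogenous ΔN(13–33) untagged clone 1 (1.01), with ΔN(1–265) again called lower at 2 boundaries. When contacts were first divided by the mean at their distance, an alternative chosen after seeing the data, 30 of 33 results stayed, ΔC(577–736) moved to 0.801, and ΔN(13–33) clone 2 (1.00) and endogenous ΔN(13–33) CTCF–AID both clones (0.993) reversed without a call.

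With a 200-kb window, 32 of 33 results stayed and ΔC(577–736) moved to 0.409. With median bins, 32 of 33 stayed and sumoylation deficient #1 reversed to 1.00. Own iterative correction left all 30 results that it gave on their side, and keeping primers with only zeros, an alternative chosen after seeing the data, all 33. With raw counts, 20 of 35 results stayed. ΔC(577–614) was called at 0.787. No longer called were ΔN(1–265) clone 2 (0.886), Y226A/F228A over ΔN(1–265) (0.775) and ΔN(13–33) over ΔN(1–265) (1.13), where for Y226A/F228A over ΔN(1–265) only the adjustment ended the call. Reversed without a call were ΔN(1–31) clone 1 (0.921), ΔN(13–33) clone 2 (0.994) and endogenous ΔN(13–33) CTCF–AID both clones (0.933). Moved were no dox (0.508), ΔC(577–736) (0.473), ΔC(615–736) (0.768), endogenous ΔN(13–33) CTCF–AID clone 2 (0.916) and ΔN(1–265) over no dox (1.68), where no dox has 1 library with complete counts.

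With 4 boundaries, 26 of 32 results stayed. ΔC(577–614) was called at 0.894. No longer called were ΔN(1–31) clone 2 (0.885), Y226A/F228A (0.744) and ΔN(13–33) with Y226A/F228A (0.848), the last 2 through the adjustment alone. Reversed without a call were sumoylation deficient #1 (1.00) and ΔN(13–33) clone 2 (0.989). At the left edge of the boundary bin, an alternative chosen after seeing the data, 27 of 33 stayed, and newly called were ΔN(90–178) (0.913), ΔC(577–614) (0.894), parylation deficient (0.90) and ΔN(13–33) clone 1 (0.926). ΔC(577–736) moved to 0.666 and ΔN(13–33) clone 2 reversed to 0.995.

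Replicates of the transgene lines were not treated as pairs, and runs of library numbers served as library blocks. With library blocks, 33 of 36 results stayed, ΔC(577–736) moved to 0.660 and ΔC(615–736) to 1.02, each against 1 full-length library. Among those counted as stayed, ΔN(13–33) clone 2 crossed 1 (0.991, p = 0.722, exact permutation within blocks, where no p below 0.0556 is possible). Blocks by replicate number left few libraries and moved ΔN(1–265) clone 2 (0.910), ΔN(90–178) (0.986), H288R (0.914), ΔC(577–736) (0.660), ΔC(615–736) (1.02), parylation deficient (1.03), sumoylation deficient #1 (1.03), sumoylation deficient #2 (1.16), ΔN(1–31) clone 1 (1.17) and ΔN(1–31) clone 2 (0.938), while the other 22 of 32 results stayed.

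By boundary, where the alternatives were chosen after seeing the data, the differences between ΔN(1–265) and full-length reversed with the within/across ratio (0.040 at boundary 1 and 0.098 at boundary 6), its log2 (0.018 at boundary 1 and 0.029 at boundary 6), the 200-kb window (0.031 at boundary 6), raw counts (0.014 at boundary 1 and 0.024 at boundary 6) and the left edge (−0.0083 at boundary 4), none of them called. Boundary 4 was called higher in ΔN(1–265) by the within/across ratio (1.62), its log2 (0.19), median bins (0.14), own correction (0.12) and raw counts (0.20). Boundary 6 was newly called lower at the left edge (−0.052). Boundary 1 was no longer called with median bins (−0.057) or own correction (−0.043), nor boundary 2 with the within/across ratio (−0.47) or its log2 (−0.084). Own correction and raw counts compare with the 12 full-length libraries with complete counts. The authors' values of the same libraries, chosen after seeing the data, also ended the call at boundary 1 (−0.044), so that change goes with the 2 libraries left out and not with own correction, and at boundary 4 they lay just above the threshold that own correction passed. The loss at boundaries 3 and 5 was called in every setting tried.

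Boundary bins with a FLAG–CTCF peak stayed at 5 when a peak within 1 bin counted, but no longer passed Fisher's exact test, since more of the other bins then hold one. For contacts between bins with a peak (difference to full-length, log2), a peak within 1 bin ended the call of no dox (0.043) and ΔN(1–265) (−0.029). Distances of 200 to 600 kb ended the call of no dox (0.097) through the adjustment alone and reversed ΔN(1–265) (0.0080) and ΔN(13–33) with Y226A/F228A (0.026), without a call. With raw counts, ΔN(1–265) (−0.046) was no longer called, ΔN(13–33) with Y226A/F228A (0.0037) reversed without a call, and no dox (0.17) moved. Log2 of the mean, chosen after seeing the data, reversed no dox (−0.022) without a call and newly called Y226A/F228A (−0.13) and ΔN(13–33) with Y226A/F228A (−0.094). It made the difference of ΔN(1–265) larger (−0.136). Library blocks reversed ΔN(13–33) (0.010) without a call, and ΔN(13–33) with Y226A/F228A, which no test there can call, crossed 0 but counts as stayed.

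With each library left out in turn, the calls of relative insulation changed for ΔN(90–178) and ΔC(577–614) alone. ΔN(90–178) ranged from 0.90 to 0.936 over 16 fits and was called without full-length replicate 1 (0.911). ΔC(577–614) ranged from 0.842 to 0.954 over 17 fits and was called without full-length replicate 1 (0.880) and without its replicate 2 (0.842). Endogenous ΔN(13–33) ranged from 0.965 to 1.01 over 10 fits in untagged cells, crossing 1 without untagged parental replicate 4 (1.01), and from 0.974 to 1.03 over 12 fits in CTCF–AID cells, crossing 1 in 6 of them, without a call. Contacts between peaks ranged from 0.071 to 0.081 for no dox over 16 fits, no longer called in 9 through the adjustment alone, from −0.052 to −0.034 for ΔN(1–265) over 24 fits, no longer called in 15, from −0.046 to 0.016 for ΔN(13–33) with Y226A/F228A over 16 fits, crossing 0 without its replicate 1, from −0.021 to −0.0086 for ΔN(13–33) over 24 fits, smallest without clone 1 replicate 3, and from −0.062 to −0.052 for Y226A/F228A over 16 fits, called without the later of the libraries numbered full-length replicate 3 (−0.062).

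At 3631870 counts per library, an alternative chosen after seeing the data, 20 of 21 comparisons stayed on their side. ΔN(90–178) was called there (0.919), against the 12 full-length libraries with complete counts, at nearly the ratio it has at full depth (0.918). No result was shown to be limited by depth.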

Differences from the paper's values

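The raw counts of ΔN(1–265) clone 1 replicate 5 sum to 4509541, where the paper's Supplementary Data 2 gives 2578335 mapped reads. None of the alternatives set before the data were examined applies to this total, and none closed the gap. For ΔN(13–33) clone 2 replicate 1 the sum is 13153374, where the paper's Supplementary Data 2 gives 16170278, a ratio under 1.5.

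Of 24 values read by eye from Fig. 2b, Fig. 5a and Fig. 5b, none differed from the value computed here by a factor of more than 1.11. With a 200-kb window, an alternative, Y226A/F228A had 0.449 against about 0.68 in Fig. 5a, read by eye.

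The paper counts slight insulation defects in most of the clones with ΔN(1–31) or ΔN(13–33). Here 2 of the 4 clones had a mean below full-length, ΔN(1–31) clone 2 (0.873) and ΔN(13–33) clone 1 (0.949), and only the former was called. Read by eye from Fig. 5a, clones 1 and 2 lie at 1.1 and 0.87 for ΔN(1–31) and at 0.97 and 1 for ΔN(13–33). The ratios here are close to these. ΔN(13–33) clone 1 was called at the left edge of the boundary bin (0.926), an alternative chosen after seeing the values. ΔN(13–33) clone 2 (1.01) lay below 1 in several settings without a call, among them 0.994 with raw counts and 0.989 with 4 boundaries. With raw counts, an alternative set before the data were examined, ΔN(1–31) clone 1 (1.09) also fell below 1 (0.921), so that all 4 clones lay below full-length.

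The paper states that folding was very mildly affected by the endogenous deletion, over 4 replicates of each clone. Here the ratios were 0.982 in untagged and 1.00 in CTCF–AID cells, neither detectable beyond the spread of replicates in the mean over the 6 boundaries in any setting tested, and untagged clone 1 has 3 libraries.

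The paper ranks ΔN(1–265) as the deletion with the most impact. Without adjustment for expression, relative insulation was lower in ΔN(179–265) (0.707), ΔN(264–288) (0.70), the swap of the termini (0.645) and ΔC(577–736) (0.589) than in the ΔN(1–265) clones (0.776 and 0.821). Values read by eye from Fig. 2b also place these lines (0.77, 0.72, 0.70 and 0.61) below the ΔN(1–265) clones (0.78 each). The values themselves therefore do not disagree. The paper sets its lines against the insulation expected from expression, which was not done here.

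The legend of Fig. 2b states more than 1 replicate for each point. Among the data analysed here, ΔC(577–736) and ΔC(615–736) have 1 library each. The paper states that its 4 most prominent boundaries gave similar results. With the 4 boundaries chosen here, Y226A/F228A (0.744) and Y226A/F228A with ΔN(13–33) (0.848) were no longer called, through the adjustment alone.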

Other observations

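The comparison of contacts between peaks was chosen before the data were examined, as were the comparisons of insulation and the alternatives not marked otherwise. All other tests in this part were chosen only after the result was seen, and what those at equal depth would show was written down before their outcome was computed.

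Contacts between 20-kb bins that both hold a FLAG–CTCF peak, 100 to 1000 kb apart, had a mean of 0.087 ± 0.032 (log2 of observed over expected, SD, n = 14) in full-length cells. Without dox the mean was higher by 0.077, in 2 of 2 libraries (p = 0.0167, the smallest possible, adjusted p = 0.0417, exact permutation test over 5 comparisons). In ΔN(1–265) the difference was −0.045, with 9 of 10 libraries below the full-length mean (p = 0.0158, adjusted p = 0.0417, permutation test). In Y226A/F228A it was −0.056 (p = 0.0667, adjusted p = 0.111, exact permutation test), in Y226A/F228A with ΔN(13–33) −0.015 (p = 0.6, same exact test; 0.016 without its replicate 1 and −0.046 without its replicate 2) and in ΔN(13–33) −0.015 (p = 0.247, adjusted p = 0.309, permutation test). Cells without dox and ΔN(1–265) thus changed in opposite directions in this setting. At 200 to 600 kb both differences were positive (0.097 without dox and 0.0080 in ΔN(1–265)), neither of them called. Leaving out single libraries ended the call in 15 of 24 fits of ΔN(1–265). Without dox, p stayed at the smallest possible wherever the call was lost (9 of 16 fits), since its adjusted p follows that of ΔN(1–265), and the difference ranged only from 0.071 to 0.081. Taking log2 of the mean, which keeps bin pairs at 0 and also gives strong contacts more weight, changed the sign without dox to −0.022. In ΔN(1–265) that setting gave a larger difference of −0.136, with each library (0.20 to 0.30) below each full-length one (0.35 to 0.45). The values without dox hence depend on how bin pairs are averaged, and no biological explanation was tested.

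In the 9 groups with libraries in both the run of library numbers that holds the first endogenous libraries and the run after it, insulation was higher in the later run in 8, with a mean difference of 0.044 and a spread between replicates of 0.017 (p = 0.00032, permutation within groups, 100000 permutations). In the raw counts, without correction, the mean difference was 0.061, with a spread of 0.040 (9 of 9 groups, p = 0.0001, same test), and at equal depth it was 0.040 (7 of 9 groups, p = 0.00056, same test). Neither the authors' correction nor the total number of counts therefore accounts for it. The share of primer pairs at 0 also differed between the runs. In CTCF–AID parental cells it was 56.4% and 58.9% in the later run, against 39.1% and 35.2%. In untagged parental cells the later library (48.4%) lay between the earlier ones (59.9% and 43.6%). Equal depth matched only the totals, so a part of this share in the difference stays open. The runs are not described among the data analysed here, so what differed between them was not tested. The design names no condition that differs between the runs, so no biological explanation was tested.

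Untreated parental cells scored 0.78 ± 0.063 (SD, n = 7, untagged and CTCF–AID together), 1.29 times the full-length line. Within runs of library numbers the mean difference was 0.17, with a spread of 0.048 (p = 0.0133, exact permutation over 150 relabellings, 7 parental libraries), and at equal depth the ratio was 1.290, so the run of library numbers and depth do not account for it. The design differs in treatment and in the source of CTCF, and the paper reports lower expression of the transgene than of endogenous CTCF. Lower CTCF may explain the difference as a hypothesis, which was not tested here.

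Deletion of N(13–33) changed insulation by opposite signs with and without Y226A/F228A, with a difference between the effects of 0.097 (p = 0.0553, adjusted p = 0.138, exact permutation of the deletion labels). At equal depth the combined mutant had 1.215 times the insulation of Y226A/F228A, so depth does not account for the rise. All 4 libraries of both Y226A/F228A lines come from 1 run of library numbers. The interaction is not shown at the threshold. For the endogenous deletion, the effects in untagged and CTCF–AID cells differed by −0.016 (p = 0.626, adjusted p = 0.782, same exact test).

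By the within/across ratio none of 20 lines tested was called lower than full-length, against 12 by the insulation score. When each contact was first divided by the mean at its distance, an alternative chosen after seeing the data, 12 lines were called. The decay of contacts with distance may thus add spread to the ratio that hides the lines, which was found and tested on the same data. Most bin pairs within hold the value filled into the diagonals, and this division makes that value equal in all libraries. Its part in the spread was not separated from that of the decay.

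At boundary 4, ΔN(1–265) was not lower than full-length with all runs of library numbers pooled. Scored at the left edge of the bin, an alternative chosen after seeing the data, the difference was −0.0083 and was not called. In the bin directly upstream it was −0.085, with 9 of 10 libraries below the full-length mean (p = 0.0548, adjusted p = 0.0548 over the 5 bins around boundary 4, permutation test). It was −0.33 in the bin before that, lower in 10 of 10 libraries, and 0.18 in each of the 2 bins downstream, lower in 0 of 10 (adjusted p = 3.33e-05 in each of these 3 bins, same test, from the smallest p that the permutations can give). The sign of the difference thus depends on the position, and the position of the scored bin stays open as an explanation, since the bin directly upstream did not pass the threshold. Cells without dox kept 88.5% of the full-length score in the boundary bin, more than at boundaries 2 (70.4%), 3, 5 and 6. Insulation at boundary 4 that does not depend on CTCF may also limit the loss there, as a hypothesis from 2 libraries without dox, but it does not account for the higher mean in ΔN(1–265) (107% of full-length). These tests were not blocked by run of library numbers, so the run stays open too. In the run with the low-expression line, ΔN(1–265) libraries (1.43 to 1.56) lay among the full-length ones (1.41 to 1.68). In the other runs with both, they lay above (1.39 to 1.47 against 1.35 and 1.36, and 1.53 and 1.65 against 1.37 and 1.48). The lowest full-length libraries (1.15, 1.20 and 1.24) came from runs without ΔN(1–265).

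The highest score near boundaries 1, 2, 4 and 5 lay in the bin directly upstream of the boundary bin, which was noticed after the profile had been seen. Another bin convention in the authors' scores may place their bins 1 position off those used here, which would change what the score at a boundary means (−0.18 at boundary 1, against 0.30 upstream). Averaged over the 24 ratios read by eye from the figures, ratios scored in the listed bins lay 0.030 away and ratios scored in the bins directly upstream 0.039, with the listed bins closer for 16 of the 24 (p = 0.0237, two-sided permutation of signs, 100000 permutations). This argues against the upstream bins, but the ratios share reference libraries and were read by eye, so the convention was not settled. No biological explanation was tested.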
